# Tlr2/4 Double Knockout Attenuates the Degeneration of Primary Auditory Neurons: Potential Mechanisms From Transcriptomic Perspectives

**DOI:** 10.3389/fcell.2021.750271

**Published:** 2021-10-25

**Authors:** Quan Wang, Yilin Shen, Yi Pan, Kaili Chen, Rui Ding, Tianyuan Zou, Andi Zhang, Dongye Guo, Peilin Ji, Cui Fan, Ling Mei, Haixia Hu, Bin Ye, Mingliang Xiang

**Keywords:** hearing loss, spiral ganglion neurons, degeneration, Tlr2/4, transcriptome analysis

## Abstract

The transcriptomic landscape of mice with primary auditory neurons degeneration (PAND) indicates key pathways in its pathogenesis, including complement cascades, immune responses, tumor necrosis factor (TNF) signaling pathway, and cytokine-cytokine receptor interaction. Toll-like receptors (TLRs) are important immune and inflammatory molecules that have been shown to disrupt the disease network of PAND. In a PAND model involving administration of kanamycin combined with furosemide to destroy cochlear hair cells, Tlr 2/4 double knockout (DKO) mice had auditory preservation advantages, which were mainly manifested at 4–16 kHz. DKO mice and wild type (WT) mice had completely damaged cochlear hair cells on the 30th day, but the density of spiral ganglion neurons (SGN) in the Rosenthal canal was significantly higher in the DKO group than in the WT group. The results of immunohistochemistry for p38 and p65 showed that the attenuation of SGN degeneration in DKO mice may not be mediated by canonical Tlr signaling pathways. The SGN transcriptome of DKO and WT mice indicated that there was an inverted gene set enrichment relationship between their different transcriptomes and the SGN degeneration transcriptome, which is consistent with the morphology results. Core module analysis suggested that DKO mice may modulate SGN degeneration by activating two clusters, and the involved molecules include EGF, STAT3, CALB2, LOX, SNAP25, CAV2, SDC4, MYL1, NCS1, PVALB, TPM4, and TMOD4.

## Introduction

Sensorineural hearing loss (SNHL), the most common sensory deficit in the world, affects nearly 300 million individuals and costs 980 billion USD annually. SNHL mainly arises from the damage or death of auditory hair cells (Liu et al., 2016; Cheng et al., 2019; Gao et al., 2019; Han et al., 2020; Zhang S. et al., 2020, p. 1; Zhang Y. et al., 2020) and spiral ganglion neurons (SGN) (Guo et al., 2016, 2019, 2020; Liu W. et al., 2019; Ding et al., 2020; Liu et al., 2021; Yuan T. F. et al., 2021). These cells can be damaged by environmental insult (such as overexposure to loud sounds or exposure to aminoglycoside antibiotics or chemotherapeutics) (He et al., 2017, 2020, 2021; Qi et al., 2019; Jiang et al., 2020; Zhong et al., 2020; Zhou et al., 2020) or by genetic factors (Wang et al., 2017; Liu Y. et al., 2019; Qi et al., 2020, p. 4; Qian et al., 2020; Cheng et al., 2021; Fu et al., 2021; Zhang et al., 2021). As these mature cells lack the capacity for self-repair, the damage is permanent (Géléoc and Holt, 2014; Cheng et al., 2019; Tan et al., 2019; Zhang S. et al., 2020, p. 1; Chen et al., 2021).

Researchers have confirmed that many environmental insults immediately and directly damage hair cells, but the resulting SGN degeneration is chronic because of a lack of neurotrophic factors and peripheral stimuli (Kujawa and Liberman, 2009; Makary et al., 2011; Wu et al., 2021). The degeneration of the SGN leads to the loss and/or distortion of auditory information in the brain. Even as little as 10% of neural tissue degeneration can lead to a disproportionate change in the stimulation profile of the auditory nerve (Sriperumbudur et al., 2020). Spiral ganglion neurons would mainly have Ic subtype loss if the loss of peripheral stimulus occurs, which is similar to SGN aging (Shrestha et al., 2018). The degeneration of SGNs could induce distinct forms of plasticity in cortical excitatory and inhibitory neurons that culminate in net hyperactivity, increased neural gain, and reduce the adaptation to background noise (Resnik and Polley, 2021). On the other hand, once SGN degeneration occurs, cochlear implants will inevitably have poor performance. Histology of 12 temporal bones from 6 subjects indicated that higher residual SGNs could predict better performance after implantation in a given patient (Riss et al., 2008; Cusumano et al., 2017).

To elucidate the mechanism of SGN degeneration, a mouse model of rapid hair cell ablation with a single dose injection of kanamycin sulfate and furosemide (Taylor et al., 2008; Hu et al., 2017, p. 3; Ye et al., 2019), has frequently been used. In this SGN degeneration model, a single dose injection of kanamycin sulfate and furosemide immediately damaged hair cells but not SGNs (Gao et al., 2017). As auditory epithelia ablated, SGN, lacking neurotrophic factors and stimulus, will degenerate with increased lipofuscin area, damaged autophagic flux, and reduced density (Hu et al., 2017; Ye et al., 2019).

Tlr polymorphisms were correlated with hearing preservation in bacterial meningitis survivors (van Well et al., 2012). Koo et al. (2015) assumed that this kind of hearing preservation difference is associated with Tlr-mediated BLB permeability. Researchers have also found that Tlr4 knockout mice had better hearing function following noise trauma without affecting sensory cell viability under physiological conditions (Vethanayagam et al., 2016). De Paola et al. (2012) found that Tlr4 inhibition attenuates motor neuron degeneration both *in vitro* and *in vivo*. Tlr4 deficiency could also protect mice against ischemia and axotomy-induced retinal ganglion cells degeneration, and they assumed that better neuron preservation was associated with reduced parenchymal stress responses via the ERK, JNK, and P38 signaling pathways (Kilic et al., 2008). The innate immune response of the nerve microenvironment is involved in functional recovery during Wallerian degeneration, and Tlr2 and Tlr4 can regulate synaptic stability in the spinal cord after peripheral nerve injury (Freria et al., 2016). Researchers have found that systemic microbial TLR2 agonists could induce neuron degeneration in Alzheimer’s disease mice and direct CNS delivery of a selective TLR2 antagonist blocked the neurotoxicity of systemically administered zymosan, indicating that CNS TLR2 mediates this neuron degeneration process (Lax et al., 2020). Previous studies have also demonstrated that administration of anti-TLR2 alleviated α-synuclein accumulation in neuronal, neuroinflammation, neurodegeneration, and behavioral deficits in an α-synuclein tg mouse model of PD/DLB and proposed TLR2 immunotherapy as a novel therapeutic strategy for neuron degeneration (Kim et al., 2018). These studies suggest that Tlr molecules may regulate the degeneration pathogenesis of auditory systems, especially spiral ganglion neurons.

Although SGN degeneration is characterized by increased lipofuscin area, damaged autophagic flux, and reduced density, a comprehensive understanding of the SGN degeneration transcriptome landscape is still lacking, and the role of molecules such as Tlr that may regulate the pathogenesis remain unknown. Here, we analyzed the transcriptome landscape of SGN degeneration and identified that Tlr2 and Tlr4 (Tlr2/4) might regulate the pathogenesis of degeneration. Based on these findings, we analyzed the role of Tlr2 and Tlr4 in SGN degeneration and found that genetic deletion of Tlr2/4 in combination attenuates SGN degeneration in mice without interfering with classic Tlr signaling pathways. Furthermore, we used transcriptome analysis to identify the key modules and pathways. Identification of these specific molecules and pathways could potently facilitate the protection of the auditory system.

## Materials and Methods

### Animals

B6.B10ScN-Tlr4lps-del/JthJ and C.129(B6)-Tlr2^*tm*1K*ir*^/J mice (The Jackson Laboratory, Bar Harbor, ME, United States) were used for Tlr2/4 double knockout. Only 8-week-old male mice without a history of ototoxic damage or noise exposure were used for model establishment. The animals were housed under a standard 12-h light/dark cycle and were allowed free access to water and a regular mouse diet. The cochleae of each animal were collected and assigned to different assays to reduce animal usage and maintain sufficient sample sizes. The following genotyping primers were used to examine the Tlr2 knockout allele: 5′-CTTCCTGAATTTGTCCAGTACA-3′; 5′-GGGCCAGCTCATTCCTCCCAC-3′; 5′-ACGAGCAAGATC AACAGGAGA-3′ (mutation allele 334 bp, WT allele 499 bp). The following genotyping primers were used to examine the Tlr4 knockout allele: 5′-GCAAGTTTCTATATGCATTCTC-3′; 5′-CCTCCATTTCCAATAGGTAG-3′; 5′-ATATGCATGATCAA CACCACAG-3′; 5′-TTTCCATTGCTGCCCTATAG-3′ (mutated allele 140 bp, WT allele 390 bp). The procedures were approved by the Ethics Committee of Xinhua Hospital, affiliated with Shanghai Jiao Tong University School of Medicine (Shanghai, China).

### Spiral Ganglion Neurons Degeneration Model

Mice of the SGN degeneration group were subcutaneously injected with 1 g/kg kanamycin sulfate (Sigma-Aldrich, E004000), and intraperitoneally injected with 0.4 g/kg furosemide (Tianjin Pharmaceutical Group, H12020527; 10 mg/ml) after 30 min (Hu et al., 2017; Ye et al., 2019). Mice in the control group were simultaneously and intraperitoneally treated with equal doses of saline. The mice were sacrificed 7, 15, and 30 days after drug administration, and the temporal bones were removed and dissected in PBS at 4°C.

### Measurement of Auditory Brainstem Response

The mice were anesthetized with a ketamine (0.1 mg/g)/xylazine (0.01 mg/g) mixture. Body temperature was maintained at 37°C with a warming blanket. An active needle electrode was placed in the midline of the vertex of the skull, a reference electrode at the mastoid areas, and a ground electrode in the low back area. The ABRs were provoked with tone bursts of 4, 8, 11, 16, 22, and 32 kHz, generated by a D/A converter (RP2.1; TDT) and relayed to an attenuator (PA5; TDT), an amplifier (SA1; TDT), and a magnetic speaker (MF1; TDT). Mouse auditory brainstem responses were filtered (100–3,000 Hz), amplified, and averaged using TDT hardware and software. Responses were recorded from 90 dB SPL to 10 dB below the threshold level in 5 dB descending steps. The ABR threshold was defined as the lowest intensity that reliably elicited a detectable response. The average ABR threshold shifts between wild-type and DKO mice were compared using two-way ANOVA with the two factors group × frequency. If significant group effects were identified, the Welch two-sample *t*-test was used to evaluate each frequency between the two groups.

### Histopathological Analysis

The excised cochlea was immersed in 4% paraformaldehyde in phosphate-buffered saline solution for 12 h and decalcified in 10% EDTA for 5 days. Specimens were sliced into 4 μm sections, mounted onto silane-coated slides, stained, and observed under a light microscope. The evaluation of cochlear histology included the apical, middle, and basal regions in the Rosenthal canal and the organ of Corti. Every fifth modiolar section for a certain cochlea (four in total) was subjected to histopathological assessment. The same animals were used for the IHC staining. Primary antibodies against the following antigens were used: Caspase 3 (Abcam, ab44976), p65 (Abcam, ab32536), and p38 (Abcam, ab170099). For immunofluorescence staining, frozen sections were blocked with 10% donkey serum (Jackson, 017–000-121) and 0.5% Triton X-100 (Sigma-Aldrich, 9002–93-1) and then incubated with rabbit anti- Caspase 3 (Abcam, ab44976; 1:400) or p65 (Abcam, ab32536; 1:500) overnight at 4°C. After the sections were washed 3 times with PBS, donkey anti-rabbit Alexa Fluor 594 (Jackson, 711–585-152; 1: 500) were used to incubate samples at 37°C in the dark for 30 min. Finally, the sections were stained with DAPI (Beyotime, C1002; 1:2,000) for 5 min. For immunohistochemical staining, paraffin sections were heated at 67°C for 2 h and then deparaffinized in deparaffinized in xylene and rehydrated in alcohol. After the sections were washed 3 times with 0.1 M PBS, they were incubated with 3.0% H2O2 for 30 min at room temperature. The sections were then incubated with the primary p38 (Abcam, ab170099; 1:200) antibody overnight at 4°C. The secondary horseradish peroxidase-labeled goat anti-rabbit IgG antibody (Beyotime, A0208, 1:500) was added for 1 h, and finally, the sections were stained with 3,3N-diaminobenzidine (Beyotime, P0203). Unless otherwise stated, middle cochlear tissues (11–16 kHz region) were used for analyses.

### High Throughput Sequencing

Total RNA from Cochlear modiolus tissues was extracted using the QIAGEN RNA Extraction Kit (Cat. No.74104). Agarose gels (1.5%) were used to detect RNA degradation and contamination. Illumina Hiseq 2,500 and Hiseq 4,000 were used to characterize the transcriptome landscape of SGN following the manufacturer’s recommendations. The following procedures were performed using Hisat2 (version 2.1.0) to align the clean reads with the reference genome of mice (Kim et al., 2015) and StringTie (version 1.3.3b) to evaluate gene expression (Pertea et al., 2015).

### Functional Annotation

Gene set enrichment analysis (GSEA) (Subramanian et al., 2005; Yu et al., 2012) was used to extract biological insight from RNA-seq data. GSEA aims to determine whether members of gene set S tend to occur in the extremes (top or bottom) of a given list from RNA-seq results. The enrichment score (ES) indicates the degree of a set S overrepresentation at the extremes of the gene ranked list L. ES was calculated as follows:

(1) $$P_{h}\left(S,j\right)=\sum_{g_{j}\in S}\frac{{\left|r_{j}\right|}^{w}}{\sum_{g_{j}\in S}{\left|r_{j}\right|}^{w}}$$

(2) $$P_{m}\left(S,j\right)=\sum_{g_{j}\in S}\frac{1}{\left(N-N_{h}\right)}$$

(3) $$ES=max\left(\left|P_{h}-P_{m}\right|\right)$$

*P*-value was calculated by estimating the statistical significance of the ES by empirical phenotype-based permutation test procedures.

Terms used for functional annotation include Gene Ontology (Ashburner et al., 2000) and Kyoto Encyclopedia of Genes and Genomes (KEGG) (Kanehisa and Goto, 2000). Functional annotation of GO, including biological processes, cellular components, and molecular functions, and KEGG is a common omnibus to systematically interpret gene functions, facilitating an intensive understanding of genomic information and higher-order functional information.

### Protein-Protein Interaction and Module Analysis

The construction of PPI networks imported the Search Tool for the Retrieval of Interacting Genes database (STRING) (Szklarczyk et al., 2021), and was analyzed using Cytoscape (version 3.6.1) software (Shannon et al., 2003). STRING (version 11.0) covers 2,000 million interactions of 24.6 million proteins from 5,090 organisms. When fed with differentially expressed genes, STRING was able to identify the most significantly interactive associations, in which a criterion of a combined score > 0.4, was set as the significance level. Cytoscape plugin molecular complex detection (MCODE) can illustrate the core modules in the PPI network. The false degree cut-off, node score cut-off, haircut, false K-core, and maximum depth from seed were set at 2, 0.2, true, 2, and 100, respectively (Wang et al., 2018, 2020; Yan et al., 2019).

### Statistical Analysis

Computations and data visualization were performed using R 4.0.2. Distribution of the data was assumed to be normal, but this was not formally tested. No statistical methods were used predetermine sample sizes, but our sample sizes are like those reported in our previous publications (Hu et al., 2017; Ye et al., 2019). Statistical differences in auditory physiology, SGN counts were analyzed using two-way ANOVA, followed by Welch *t*-test. All statistical analysis results were expressed as the mean ± standard error of the mean (SEM). Statistical significance was defined as *P* < 0.05.

## Results

### Spiral Ganglion Neurons Degeneration Established by Cochlear Sensory Epithelial Ablation

SGN degeneration was successfully induced by the destruction of cochlear hair cells, which is consistent with the results of previous studies (Hu et al., 2017; Ye et al., 2019). Apoptotic activities in hair cells were significantly upregulated within the following 7 days, whereas no change was seen in SGNs (Figure 1A). The structure of the organ of Corti was almost completely collapsed and destroyed, and nearly no sensory epithelial cells remained in the middle turn on the 30th day after kanamycin and furosemide injection, while almost only a continuous layer of flattened cubic epithelial cells remained on the basilar membrane (Figure 2B). A time-series evaluation of SGN density was conducted on the 7th, 15th, and 30th day after kanamycin and furosemide injection (Figure 1B, auditory physiology data in Supplementary Figure 1 and Supplementary Table 1). On the 30th day after kanamycin and furosemide injection, SGN density has significantly decreased in the apical, middle, and basal region of the cochlea (Welch two sample *t*-test, apical: *t* = 8.4, *P* = 0.00009; middle: *t* = 7.53, *P* = 0.0005; basal: *t* = 10.33, *P* = 0.00003). Thus, this time point was used to decipher the transcriptome changes during SGN degeneration.

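RNA of the cochlear modiolus, the bony core of the cochlea that houses the SGNs, was sequenced in 3 control libraries from saline-treated mice and in 3 degenerated libraries, which the paper places on day 30 after 1 g/kg kanamycin and 0.4 g/kg furosemide. The paper and the sample labels name different RNA extraction reagents, and of the sequencer models that the paper names the labels give 1. The authors aligned the reads to the mouse genome with Hisat2 and evaluated expression with StringTie. The genome build, the annotation, the counting step and the test for differential expression are not given in the sources used here. The deposited table holds raw counts, not normalized, for 65535 Ensembl transcripts. Of these transcripts, 65272 (99.6%) matched the GENCODE M21 annotation of GRCm38, where they make up 46.0% of the annotated transcripts, and the counts of a gene's listed transcripts were added up. At least 1 transcript was listed for 33676 genes and every annotated transcript for 17789. Among the 22028 protein-coding genes, 4429 had no listed transcript, and those genes are not analysed here. The listed share was lower on chromosomes 13 to 19 (27.7% to 39.5% of the annotated transcripts) than on chromosomes 1 to 12 (49.7% to 52.1%).

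The table held 15154155, 14418480 and 15549319 counts in control replicates 1, 2 and 3 (median 15154155), and 14841769, 14262782 and 12480876 in degenerated replicates 1, 2 and 3 (median 14262782). These totals cover the listed transcripts only, and the full depth of the libraries is not given in the sources used here. In 270 genes with every transcript listed and a mean count above 20, the log2 ratio of the group means of TPM computed from the counts differed from the one in the paper's own table by -0.004 on average, with an SD of 0.030 across genes. Upregulated and downregulated below mean higher and lower in degenerated than in control libraries. Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization in the 14118 genes that passed edgeR's filter on low counts, of which 3420 had every annotated transcript listed. The common biological coefficient of variation between replicates was 0.488. Values of genes with a part of their transcripts listed describe that part only. Among 3 libraries against 3, the smallest two-sided p of an exact permutation test is 0.1, so no such test could pass 0.05.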

**FIGURE 1:**
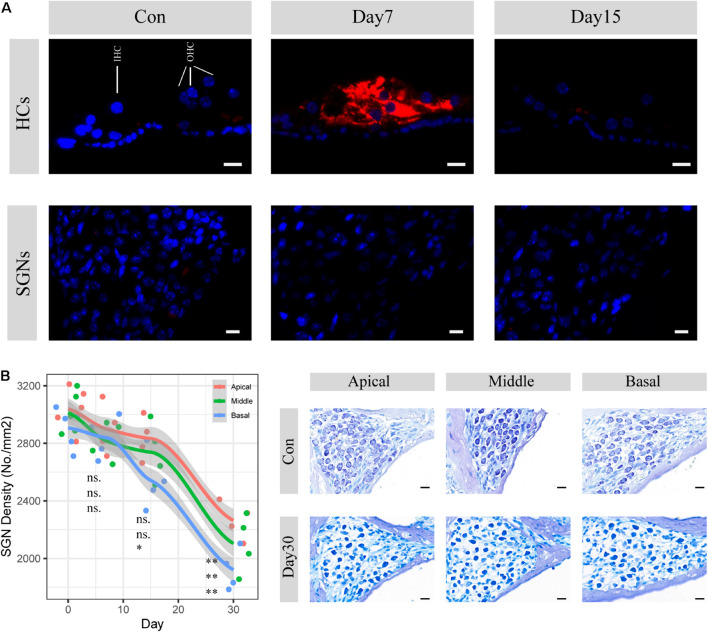
SGN degenerati on established by cochlear sensory epithelial ablation. **(A)** Representative images of CASP3 IF staining in hair cells and spiral ganglion areas. Hair cell apoptotic activities were significantly upregulated within 7 days but disappeared 15 days after injection of kanamycin and furosemide. There are no apoptosis activities seen in the SGN areas during the period. HCs: hair cells; SGNs: spiral ganglion neurons. Red: caspase3; Blue: DAPI. Scale bar: 10 μm. **(B)** SGN density evaluation 7, 15, and 30 days after the injection of kanamycin and furosemide. On the 30th day, SGN density significantly decreased at the apical, middle, and basal turn of the cochlea (apical: *N* = 9, *t* = 8.14, *P* < 0.01, middle: *N* = 9, *t* = 7.53, *P* < 0.01; basal: *N* = 9, *t* = 10.33, *P* < 0.01). Statistical significance of other time points was also denoted with the order of apical, middle and basal, respectively (ns: not significant; *P < 0.05; **P < 0.01.). Gray area indicated the standard error range calculated by loess method. Right panel shows the representative images of SGN before and 30 days after the injection of kanamycin and furosemide. Scale bar: 10 μm.

**FIGURE 2:**
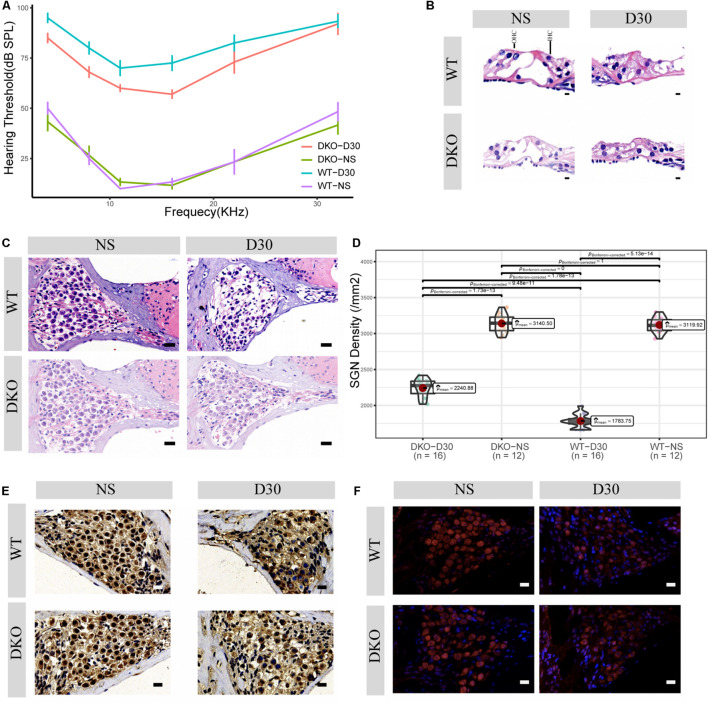
Physiological and morphological changes in Tlr2/4 DKO mice and WT littermates. **(A)** The hearing threshold of auditory brainstem response of WT and DKO mice in the SGN degeneration model. Mice maintained normal hearing threshold in the normal saline treated group (*N* = 8, *P* = 0.7148, *F* = 0.105, two-way ANOVA). On the 30th day after kanamycin and furosemide injection, DKO mice exhibited a hearing preservation advantage compared with WT mice (*N* = 13, *P* = 0.00446, *F* = 8.700, two-way ANOVA). **(B)** Hair cell loss of WT and DKO mice. Saline treated mice had normal hair cells. On the 30th day of kanamycin and furosemide injection, both DKO and WT mice lost all hair cells and the tunnel of Corti had collapsed. Scale bar: 10 μm. **(C)** SGN loss of DKO and WT mice. Mice maintained a normal SGN count in normal saline treated group (*N* = 24, *P* = 0.675, *t* = 0.43, Welch Two Sample *t*-test). On the 30th day of kanamycin and furosemide injection, DKO mice have higher SGN density compared with WT mice Scale bar: 10 μm. **(D)** Statistics of panel C. On the 30th day of kanamycin and furosemide injection, DKO mice have higher SGN density compared with WT mice (*N* = 32, *P* < 0.001, *t* = 11.471 Welch Two Sample *t*-test). **(E)** Representative IHC image of p38 expression of SGN in WT and DKO mice. Scale Bar: Scale bar: 10 μm. **(F)** Representative IHC image of p65 expression of SGN in WT and DKO mice. Scale Bar: Scale bar: 10 μm.

### Transcriptome Landscape of Spiral Ganglion Neurons Degeneration

We identified 674 upregulated and 390 downregulated genes in a background of 34147 non-significant genes during SGN degeneration (Supplementary Table 1). Among them, 972 differentially expressed genes (DEGs) had clear autosome positions, and chromosomes 1–19 had 60, 73, 52, 60, 76, 63, 60, 52, 58, 29, 65, 35, 30, 44, 52, 53, 42, 29, and 39 DEGs, of which the most significant ones were Atf3, Prrg4, Gatad2b, Sdr16c5, Ocm, Gm5737, Cep41, Car7, Mmp13, Tspan8, Ccl7, Serpina3n, Bmp6, Clu, Mal2, Gap43, Tnfrsf12a, Lox, and Ptar1 (Figure 3A). 

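In the rows of the paper's table used here, the first 1999 of 35211, an unadjusted p under 0.01 with an absolute log2 fold change above 0.2 selects the genes that the paper counts as upregulated and downregulated. The paper states these criteria for its comparison of DKO with WT mice. By the same criteria, edgeR's quasi-likelihood test on the listed transcripts called 284 upregulated and 101 downregulated genes, 385 of the 14118 tested, where 141 are expected at that p by chance. DESeq2 called 479 and 306, so that 61.0% of its calls were upregulated against 73.8%. After Benjamini-Hochberg adjustment over all genes tested, 0 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, whose smallest adjusted p was 0.0719, and 1367 genes had an unadjusted p under 0.05. At an adjusted p under 0.05, limma-voom also called 0 genes, edgeR's exact test called 85 upregulated and 30 downregulated genes, and DESeq2 called 263 and 120. Counts were simulated once for this comparison, with 200 of 14118 genes changed by a log2 fold change of 2 up or down. A list of 60 further genes was lowered by a log2 fold change of -0.5, and 13512 genes passed the filter. The quasi-likelihood test recovered 28.0% of the changed genes that it tested at an adjusted p under 0.05, and 3.70% of its calls were unchanged genes. DESeq2 recovered 67.7% of the changed genes tested, and 31.4% of its calls were unchanged genes. The simulated genes varied independently of each other, so these rates may not hold for the real libraries. Single libraries moved the counts: the upregulated genes were 185 without control replicate 2, 171 without control replicate 3, 144 without degenerated replicate 2 and 179 without degenerated replicate 3, and the downregulated genes 158 without control replicate 1. In edgeR's quasi-likelihood test, 1 upregulated and 1 downregulated gene had an adjusted p under 0.05 without degenerated replicate 2, and 1 and 2 without degenerated replicate 3.

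The control and degenerated libraries did not overlap in 2499 of the genes tested, or 17.7%, where chance gives 10%. Of the 1064 genes called in the paper's table, 874 had at least 1 listed transcript and 775 were tested. Among these, 722 changed in the direction of the paper's table and 263 were also called in that direction by the quasi-likelihood test. Every annotated transcript was listed for 167 of the 775, of which 0 changed in the opposite direction and 75 were called. Of the 608 with a part listed, 53 changed in the opposite direction and 188 were called in the direction of the paper's table.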

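With the calls of the quasi-likelihood test, chromosomes 1 to 19 had 28, 35, 23, 23, 24, 20, 26, 16, 19, 18, 27, 12, 10, 19, 21, 12, 21, 8 and 12 called genes, 374 in all, and 11 more lay on the sex chromosomes or the mitochondrial genome. The called share of the tested genes was lowest on chromosome 13, at 2.05%, and highest on chromosome 15, at 4.43%. With DESeq2, the counts were between 15 genes on chromosome 18 and 61 on chromosome 2. Of the 19 leading genes in the paper's list, Sdr16c5, Gm5737 and Mmp13 had no listed transcript. The other 16 were tested, 15 changed in the direction of the paper's table, and 13 were called.

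Gatad2b (ENSMUSG00000042390, chromosome 3 of GRCm38 from 90293178 to 90363407, with 3 of 8 transcripts listed) had 34.0 ± 2.98 CPM (counts scaled to library size) in control libraries (SD, n = 3) and 119 ± 4.63 in degenerated libraries (SD, n = 3). Its log2 fold change was 1.81, with a standard error of 0.13 and an adjusted p of 0.0719 in edgeR's quasi-likelihood test. Ocm (ENSMUSG00000029618, chromosome 5 from 144019804 to 144026670) encodes oncomodulin, a calcium-binding protein of outer hair cells. It fell from 154 ± 17.0 to 2.69 ± 1.67 CPM (SD, n = 3 each), a log2 fold change of -5.83 with a standard error of 0.61 and an adjusted p of 0.0802 in edgeR's test. Lox (ENSMUSG00000024529, chromosome 18 from 52516067 to 52529867) rose from 189 ± 14.5 to 426 ± 35.8 CPM (SD, n = 3 each), a log2 fold change of 1.17 with a standard error of 0.11 and an adjusted p of 0.0719 in edgeR's test. With each library left out in turn, the log2 fold change stayed between 1.73 and 1.86 for Gatad2b, between -6.21 and -5.40 for Ocm, and between 1.11 and 1.23 for Lox. The other 10 called genes of the list were upregulated, with log2 fold changes from 1.03 in Bmp6 to 3.67 in Serpina3n, and in each of the 13 called genes the 3 degenerated libraries lay on one side of the 3 controls. Clu reached a log2 fold change of 1.25 (unadjusted p 0.0202), with listed transcripts that held 5.64% of the paper's TPM in controls and 7.59% in degenerated libraries, and it passed the criteria with DESeq2 and with edgeR's exact test. For Ptar1, with 1 of 5 transcripts listed, it was 1.15 (unadjusted p 0.0312). Without control replicate 1, both genes passed the criteria, with a log2 fold change of 1.63 each. Car7, whose listed transcripts held 18.3% and 57.7% of the paper's TPM, had a log2 fold change of 0.74 (standard error 0.52, unadjusted p 0.205).

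**Figure D1:**
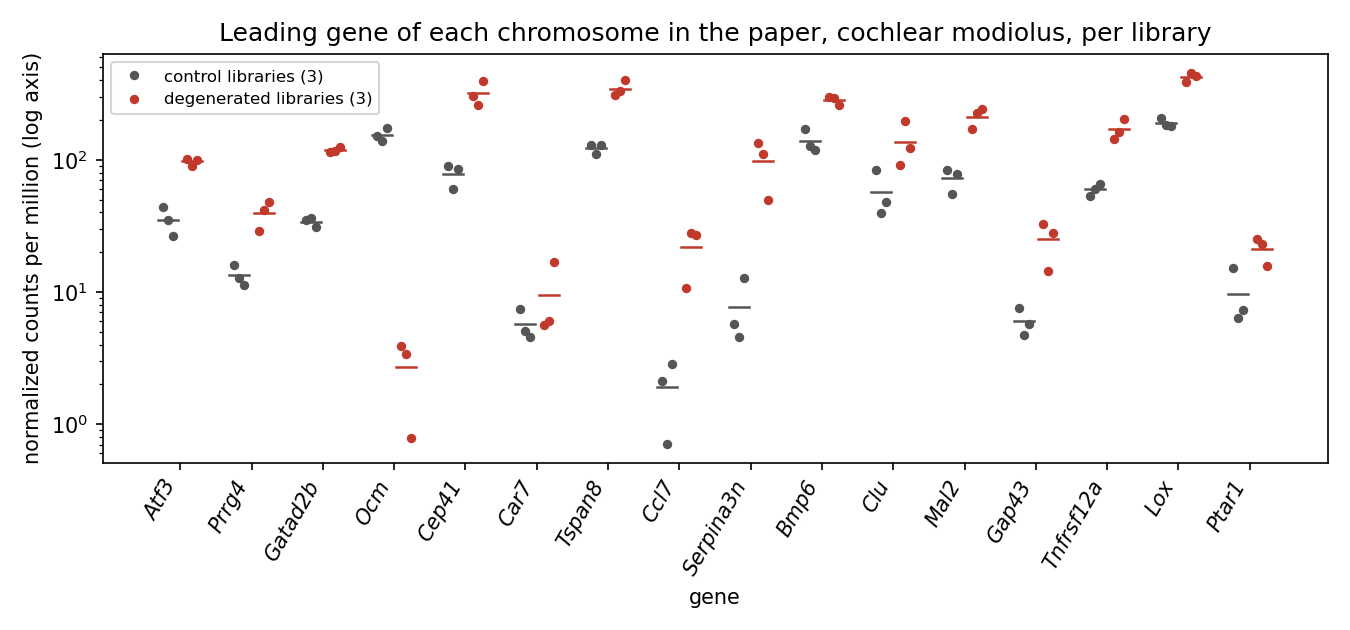
CPM, on a log axis, of the 16 leading genes of the chromosomes that had a listed transcript, in 3 control libraries (grey) and 3 degenerated libraries (red), with a dot for each library and a bar for the mean of each group. The groups overlap in Car7, Ocm is lower in the degenerated libraries, and the degenerated libraries of the other genes lie above the controls.

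On 6 chromosomes the gene with the smallest p in the quasi-likelihood test was the paper's leading gene, namely Gatad2b, Ocm, Cep41, Tspan8, Mal2 and Lox. On the others it was Dtl, Tmem87a, H6pd, D7Ertd443e, Itgb1, Tmod2, Sept8, A530016L24Rik, Msh3, Dnajc3, Litaf, Csnk2b and Plce1. Of these 13, every annotated transcript was listed for A530016L24Rik and Dnajc3 only. Dnajc3 had 463 ± 58.5 CPM in control and 754 ± 17.9 CPM in degenerated libraries (SD, n = 3 each), a log2 fold change of 0.70 with a standard error of 0.12 and an adjusted p of 0.239 in edgeR's quasi-likelihood test. A530016L24Rik had a log2 fold change of -3.57 (standard error 0.48, adjusted p 0.141 in edgeR's test). D7Ertd443e had 1 count over the 3 control libraries and 235 over the 3 degenerated libraries, a ratio of 254 after normalization, with a 95% interval for counting error of 45.2 to 10090. Tmod2 had the largest decrease of the 13, a log2 fold change of -6.29 (standard error 0.58, adjusted p 0.0719 in edgeR's test). Its listed transcripts held 76.5% of the paper's TPM in controls and 2.68% in degenerated libraries. Tmod2 is upregulated in the paper's table, with a value of 1.15, so the decrease here describes the listed part only. The listed transcripts of Itgb1, with a log2 fold change of 3.72, held 0.957% of the paper's TPM in controls and 9.58% in degenerated libraries. Dtl, H6pd, D7Ertd443e, Sept8, Msh3 and Csnk2b were not matched to the rows of the paper's table used here. Those rows hold its 1064 called genes.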

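Of the 10 transcription factor genes that the paper ranks first, Scrt1, Lmx1a and Setbp1 had no listed transcript. Stat3, Atf3, Chgb, Zfp871, Hipk2 and Rxrg were tested and changed in the direction of the paper's table. By the criteria on unadjusted p and fold change, Stat3, Atf3 and Zfp871 were upregulated and Chgb was downregulated. Stat3 (chromosome 11 of GRCm38 from 100885098 to 100939540, 8 of 14 transcripts listed) had 211 ± 10.9 CPM in control and 348 ± 15.2 CPM in degenerated libraries (SD, n = 3 each), a log2 fold change of 0.73 with a standard error of 0.09 and an adjusted p of 0.138 in edgeR's quasi-likelihood test. Atf3 (chromosome 1 from 191170296 to 191218039) had 35.1 ± 8.73 and 97.6 ± 6.26 CPM (SD, n = 3 each), a log2 fold change of 1.48 with a standard error of 0.21 and an adjusted p of 0.175 in edgeR's test. Chgb, which encodes the secretory granule protein chromogranin B, had 523 ± 68.4 and 279 ± 40.5 CPM (SD, n = 3 each) and a log2 fold change of -0.91 (standard error 0.16, adjusted p 0.240 in edgeR's test). Zfp871, with 2 of 3 transcripts listed and a log2 fold change of 1.16, missed the criteria when any library but control replicate 1 was left out (log2 fold change 0.96 to 1.24). Hipk2 (0.82, unadjusted p 0.0390) and Rxrg (-1.02, unadjusted p 0.0300) did not pass them, although Rxrg did with DESeq2. In each of these genes the control and degenerated libraries did not overlap.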

Among the differentially expressed genes, there were 76 genes encoding transcription factors (Figure 3B), of which the 10 most significant were Atf3, Stat3, Chgb, Irf6, Scrt1, Hipk2, Zfp871, Rxrg, Lmx1a, and Setbp1.

**FIGURE 3:**
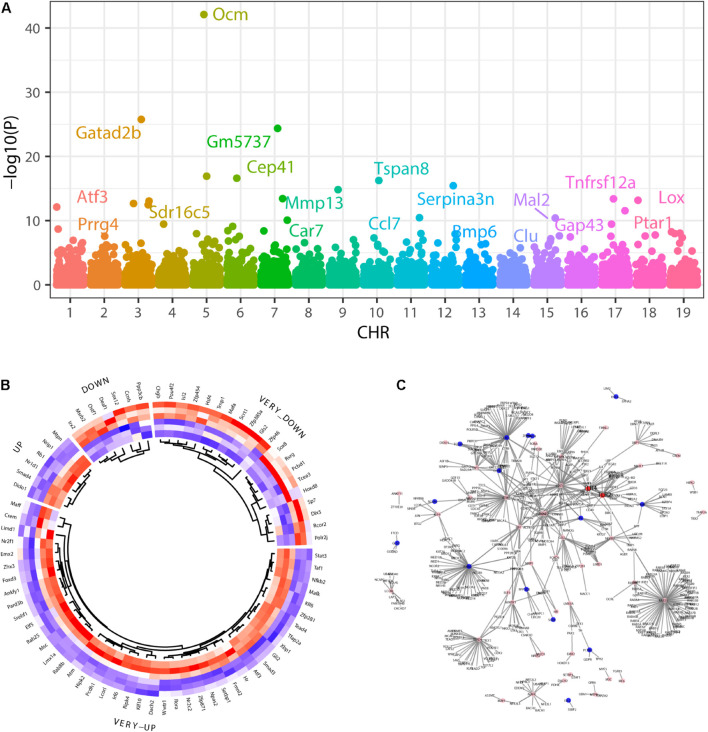
Differentially expressed genes during SGN degeneration. **(A)** Manhattan plot of all genes, including the DEGs. The abscissa indicates the chromosomes, and the ordinate represents the *p*-values of those genes. The most significant gene of each chromosome is labeled. **(B)** Heatmap of the top upregulated and downregulated genes. Blue indicates relatively lower expression, and red indicates relatively higher expression. **(C)** The disturbance of Tlr2/4 on the SGN degeneration network. Blue indicates transcription factors with relatively downregulated expression, and pink indicates relatively upregulated expression. DEGs: differentially expressed genes.

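The sets of genes behind the enrichment terms were not used here. Instead, 14 lists, for pathways in Figure 4A and for autophagy, were written by hand from gene symbols before the data were examined, and each was tested with camera, which asks whether the genes of a list rank higher or lower than the other genes (preset correlation between genes 0.01, Benjamini-Hochberg adjustment over the 14 lists). These lists are not the KEGG pathways. The complement and coagulation list was upregulated, with a median log2 fold change of 0.29 over the 39 of its 82 genes that were tested, 23 of them higher, and an adjusted camera p of 0.00266. Its per-library median, relative to the mean of the 6 libraries on the log2(CPM + 1) scale, lay between -0.27 and -0.14 in controls and between 0.03 and 0.25 in degenerated libraries. The adjusted p was 0.0481 with fry, a test that keeps the correlation seen between the libraries, and 0.464 with camera when the correlation between genes was estimated. Over the alternatives it ranged from 0.000855 to 0.464, and it was 0.0786 without control replicate 1 and 0.0638 without degenerated replicate 1. Adjusted over the list alone, 6 of its genes passed 0.05 in edgeR's test, all upregulated, against 0 adjusted over all genes tested. These were C1qb, C1qc, C4a, C4b, C4bp and Pros1, named after their values were seen. C4bp had 0 counts over the 3 control libraries and 171 over the 3 degenerated libraries. With C4bp set to the ratio that a floor of 3 counts over the control libraries gives, 61.7, the list's median was also 0.29. The median could not move, since that ratio still lies above it, and the camera p was not recomputed.

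For the ErbB list, 27 of 40 tested genes were higher and the median log2 fold change was 0.15, with an adjusted camera p of 0.0692. It was 0.0481 with fry and 0.464 with an estimated correlation, and over the alternatives it ranged from 0.0343, without control replicate 1, to 0.464. The arachidonic acid list had a negative median log2 fold change, -0.12 over 35 tested genes, and an adjusted camera p of 0.485. Pathways of Figure 4A without a list are not analysed here.

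**Figure D2:**
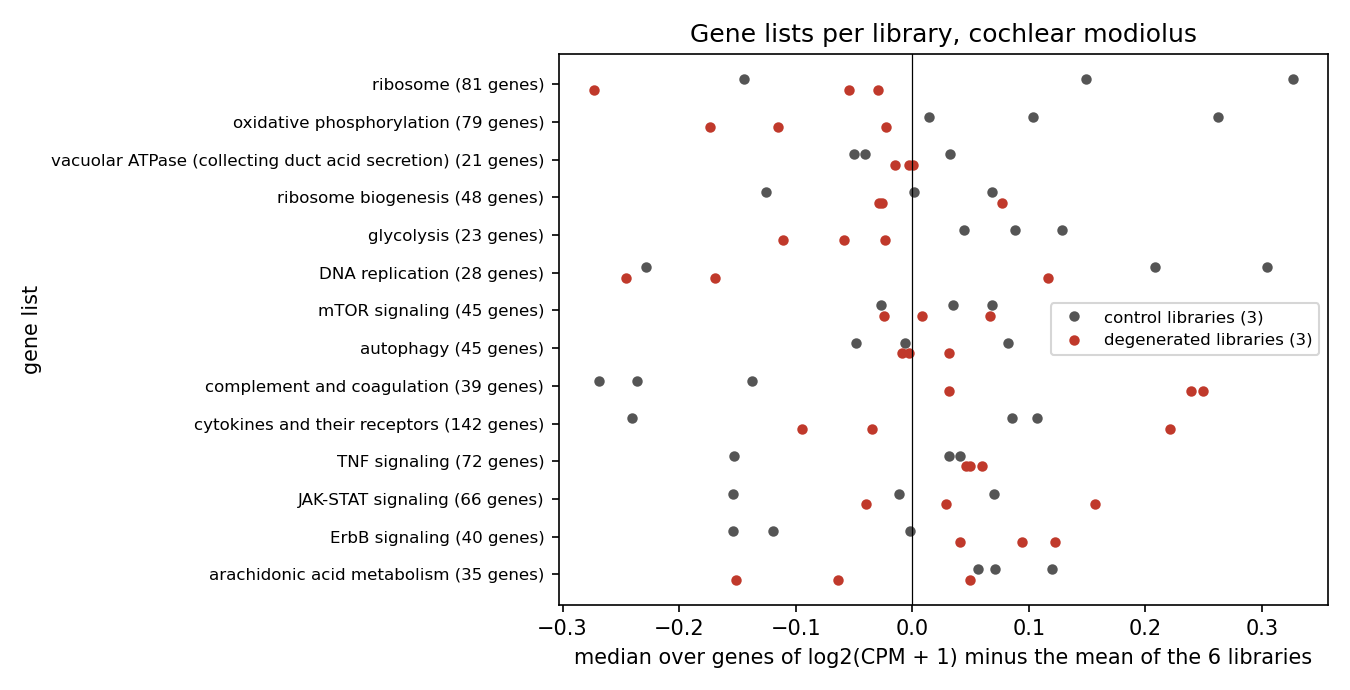
Median over the tested genes of each list of log2(CPM + 1), relative to the mean of the 6 libraries, in 3 control libraries (grey) and 3 degenerated libraries (red), for the 14 pathway lists, with a dot for each library. The degenerated libraries lie above the controls in the complement, ErbB and TNF lists and below them in the oxidative phosphorylation, glycolysis and arachidonic acid lists, and the groups overlap in the other lists.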

Gene set enrichment analysis (GSEA) showed that the top30 significantly enriched KEGG pathways included 20 upregulated pathways (Figure 4A), including complement and coagulation cascades, ubiquinone and other terpenoidquinone biosynthesis, linoleic acid metabolism, non-homologous end-joining, basal transcription factors, butanoate metabolism, inflammatory mediator regulation of TRP channels, phenylalanine metabolism, Hippo signaling pathway, endometrial cancer, EGFR tyrosine kinase inhibitor resistance, ErbB signaling pathway, cytokine-cytokine receptor interaction, hepatitis C, arachidonic acid metabolism, neuroactive ligand-receptor interaction, retinol metabolism, JAK-STAT signaling pathway, coronavirus disease (COVID-19), and TNF signaling pathway. 

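Of the 14 lists, 7 cover pathways that the paper reports as downregulated. The oxidative phosphorylation list had a median log2 fold change of -0.23 over 79 tested genes, 70 of them lower, and an adjusted camera p of 3.59e-07. The ribosome list had a median log2 fold change of -0.27 over 81 tested genes, 65 of them lower, and an adjusted camera p of 1.59e-05. Neither call held with fry (adjusted p 0.154 and 0.514) or with an estimated correlation (0.514 and 0.654), while both held with fgsea, which permutes genes (2.10e-13 and 1.96e-11). The per-library medians of the oxidative phosphorylation list did not overlap between the groups. Those of the ribosome list did, since control replicate 1 lay at -0.14 and the degenerated libraries between -0.27 and -0.03, and without control replicate 3 its adjusted p was 0.0382. The glycolysis list had a median log2 fold change of -0.08 and an adjusted camera p of 0.0898, and it passed 0.05 with fry (0.0481) and with fgsea (0.000228), with a range of 0.000228 to 0.464 over the alternatives. The DNA replication list had a median of -0.20 and an adjusted camera p of 0.165, which was 0.00687 without control replicate 1 and 0.0244 without degenerated replicate 3, within a range of 0.00687 to 0.854. The vacuolar ATPase list, written for collecting duct acid secretion, had a median of -0.10 and an adjusted camera p of 0.832. In the ribosome biogenesis list the median was -0.03, the mean 0.11 and the direction of the test positive, with an adjusted camera p of 0.843. That direction reversed without control replicate 1 (0.930) and without degenerated replicate 3 (0.992). Of these lists, 0 genes adjusted over the list alone passed 0.05 in edgeR's quasi-likelihood test, against 0 adjusted over all genes tested.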

The other 10 downregulated KEGG pathways (Figure 4A) were ribosome biogenesis, ribosome, oxidative phosphorylation, collecting duct acid secretion, glycosaminoglycan degradation, glycolysis/gluconeogenesis, regulation of lipolysis in adipocytes, DNA replication, cGMP-PKG signaling pathway, and mTOR signaling pathway. 

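The mTOR list had a median log2 fold change of -0.02 over 45 tested genes, of which 22 were higher and 23 lower, and its mean was 0.02. The autophagy list had a median of -0.004 and a mean of 0.02, with the same numbers of higher and lower genes. With camera, both lists had an adjusted p of 0.832 and a negative direction. The adjusted p ranged over the alternatives from 0.542 to 0.966 for mTOR and from 0.614 to 0.991 for autophagy. The direction was positive with fry for both lists, and with fgsea for mTOR.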

Autophagy and mTOR signaling pathways have been validated to regulate SGN degeneration in our previous work (Ye et al., 2019), which is consistent with the transcriptome results.

**FIGURE 4:**
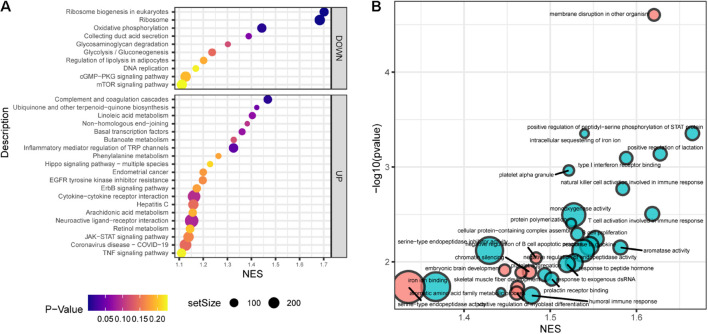
Functional annotation of SGN degeneration. **(A)** KEGG pathway enrichment analysis of SGN degeneration. The abscissa represents the enrichment scores, and the ordinate suggests the KEGG terms. **(B)** GO enrichment analysis of SGN degeneration. The abscissa represents the enrichment scores, and the ordinate shows the –lg (*p*-value). Red: downregulated terms; Blue: upregulated terms.

GO analysis showed that the dysregulated functions included positive regulation of peptidyl-serine phosphorylation of STAT protein, type I interferon receptor binding, T cell activation involved in immune response, B cell proliferation, natural killer cell activation involved in the immune response, membrane disruption, negative regulation of B cell apoptosis, and embryonic brain development (Figure 4B). 

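The gene sets behind these terms were not used here. Among the lists written before the data were examined, the JAK-STAT list had a median log2 fold change of 0.05 over 66 tested genes, 36 of them higher, and an adjusted camera p of 0.832 among the pathway lists. Stat3, adjusted over the list alone, was the 1 gene of this list that passed 0.05 in edgeR's test, against 0 adjusted over all genes tested. The direction of the list reversed without control replicate 1 (adjusted p 0.823) and without degenerated replicate 3 (0.947), in a range of 0.379 to 0.947 over the alternatives. A list of genes that respond to interferon, 14 of them tested, had a median log2 fold change of 0.14, with 10 genes higher and an adjusted camera p of 0.428 over the 20 marker lists. It reversed without control replicate 2 (0.853), in a range of 0.104 to 0.963. A list of B cell genes had a median log2 fold change of -0.44 over 10 tested genes, 8 of them lower, and an adjusted camera p of 0.956 with a positive direction. Single libraries moved this list. Cd79a, chosen after its values were seen, had 165 CPM in control replicate 2 and 8.34 CPM in control replicate 1. Without control replicate 2 the list was upregulated at an adjusted p of 0.0449, and without control replicate 1 (0.114) or degenerated replicate 3 (0.319) its direction was negative. Over its alternatives the adjusted p ranged from 0.0449 to 0.985.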

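Of the 10 molecules in the first module of Table 1, the genes Hapln1, Hbegf, Ccl2, Mmp13 and Ctsk had no listed transcript. Col1a1, whose 1 listed transcript held 0.359% of the paper's TPM in controls, had too few counts to be tested. The remaining 4 were tested and changed in the direction of the paper's table. Stat3 was called. Comp, which encodes cartilage oligomeric matrix protein, had 55.8 ± 22.1 CPM in control and 27.0 ± 3.69 CPM in degenerated libraries (SD, n = 3 each), a log2 fold change of -1.05 with a standard error of 0.35 and an adjusted p of 0.432 in edgeR's quasi-likelihood test. Cxcl1 had 3.90 ± 1.57 and 15.7 ± 11.8 CPM (SD, n = 3 each), a log2 fold change of 2.00 with a standard error of 0.68 and an adjusted p of 0.441 in edgeR's test. Smad4 had 114 ± 1.39 and 143 ± 1.29 CPM (SD, n = 3 each), a log2 fold change of 0.33 with a standard error of 0.09 and an adjusted p of 0.375 in edgeR's test. In each of the 3 the groups did not overlap, and each passed the criteria on unadjusted p and fold change with DESeq2. With edgeR, Comp also passed them without control replicate 2 (log2 fold change -1.35) and Cxcl1 without degenerated replicate 3 (2.41).

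Among the other modules, 6 of 7 genes of the second were tested and 5 changed in the direction of the paper's table. Calb2 (log2 fold change -1.07, standard error 0.29) and Gap43 (2.05, standard error 0.39) were called. Nefh, the neurofilament heavy chain gene, had 2548 ± 610 and 1531 ± 290 CPM (SD, n = 3 each) and a log2 fold change of -0.73. Snap25 had -0.62, Syn2 0.45, and Syp, of which the listed transcripts held 2.20% of the paper's TPM in controls, 0.64. In the third module, Lox, Itpkb, Cdh1, Egf, Ccn2 (CTGF in the paper) and Timp2 were tested, and Lox, Cdh1 (0.48) and Ccn2 (0.71) were called. In the fourth, Mmp9 (-1.64), Col4a1 (0.91), Sdc4 (0.71) and Ccl7 (3.51) were tested, and the last 2 of these were called. Lcorl in the fifth module (0.56) and Calm3, Tmod4, Tpm4 and Pnck in the sixth were tested and not called. Calm3 (-0.11) and Pnck (0.32) changed sign when single libraries were left out. Calb2 missed the criteria when any library but degenerated replicate 2 was left out (-1.20 to -0.82), Ccn2 when any but control replicate 3 was (0.60 to 0.77), and Cdh1 without control replicate 2 or 3 or degenerated replicate 2 or 3 (0.41 to 0.48). Genes that passed them with 1 library left out were Nefh (-0.91), Snap25 (-0.81) and Tpm4 (0.61) without degenerated replicate 2, Egf (1.27) without degenerated replicate 1, Mmp9 (-2.34) without degenerated replicate 3, and Itpkb (0.72) without control replicate 1. Single settings changed these calls, and none of the genes named here had an adjusted p under 0.05 in edgeR's test. Adjusted over the 46 tested genes that the paper names, 33 passed 0.05, which is no independent evidence, since the paper chose them on these libraries.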

The analysis of PPI interactions indicated six key modules (Table 1), and 10 molecules were the most significant, including COMP, COL1A1, STAT3, HAPLN1, HBEGF, CCL2, MMP13, SMAD4, CXCL1, and CTSK. 

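The TNF signaling list had a median log2 fold change of -0.01 and a mean of 0.06 over 72 tested genes, of which 36 were higher and 36 lower, and an adjusted camera p of 0.832 with a positive direction. The list of cytokines and their receptors had a median of -0.06 and a mean of 0.001 over 142 tested genes, 67 of them higher, and the same adjusted camera p of 0.832 with a positive direction. Its direction reversed without control replicate 1 (0.466) and without degenerated replicate 3 (0.947), and that of TNF signaling without control replicate 1 (0.823). With fgsea the adjusted p of the cytokine list was 0.0174, within a range of 0.0174 to 0.947 over the alternatives. For TNF signaling it ranged from 0.423 to 0.947. Adjusted over the list alone, 5 genes of the cytokine list passed 0.05 in edgeR's test, all upregulated, namely Bmp6, Ccl7, Il11, Tnfrsf11b and Tnfrsf12a (Il11 and Tnfrsf11b named after their values were seen), and 0 genes of the TNF list. Against 0 adjusted over all genes tested, these 5 include 3 that the paper names from the same libraries. A list of Toll-like receptors and their adaptors, 11 of 22 genes tested, had a median log2 fold change of 0.02, a mean of -0.16 and an adjusted camera p of 0.822 over the 20 marker lists, with a negative direction that reversed without degenerated replicate 2 (0.967). In this list, adjusted over the list alone, Lbp (upregulated) and Tlr3 (downregulated) passed 0.05 in edgeR's test and were named after their values were seen. Tlr3 is upregulated in the paper's table, and its listed transcripts held 76.1% of the paper's TPM in controls and 24.0% in degenerated libraries, so its value here describes that part only.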

We noticed that these enriched activities of immune responses, TNF signaling pathway, and cytokine-cytokine receptor interaction could be regulated by Tlr molecules (Peek et al., 2020). At the same time, Tlr2 and Tlr4 disrupted the SGN degeneration signaling network (Figure 3C). 

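Tlr2 had no listed transcript and is not analysed here. For Tlr4 (chromosome 4 of GRCm38 from 66827584 to 66930284), 2 of 4 annotated transcripts were listed. Its counts were 311, 0 and 0 in control replicates 1, 2 and 3 and 0, 0 and 285 in degenerated replicates 1, 2 and 3. A count of 0 allows up to 0.193 to 0.241 CPM in these libraries, for counting error alone. With counts in 1 library of each group, Tlr4 did not pass the filter on low counts, and a difference between the groups was not detectable in the listed transcripts.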

Based on these results, we hypothesized that Tlr might contribute to the regulation of SGN degeneration.

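In these libraries, Myd88 and Traf6, which encode adaptors downstream of Toll-like receptors and were named after their values were seen, had log2 fold changes of 0.02 and 0.02, with adjusted p of 0.984 and 0.971 in edgeR's quasi-likelihood test. Lbp, which encodes the lipopolysaccharide-binding protein, had 0.96 with an adjusted p of 0.348 in the same test, and was also named after its value was seen. From the enriched immune responses, TNF signaling and cytokine-cytokine receptor interaction, which the paper regards as activities that Tlr molecules could regulate, and from its statement that Tlr2 and Tlr4 disrupted the network of SGN degeneration (Figure 3C), the paper proposes that Tlr might contribute to the regulation of SGN degeneration.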

**TABLE 1:** Key modules of SGN degeneration in WT mice.

Modules	Scores	No.	Edges/Interactions	Gene name
1	4.222	10	27	*COMP, COL1A1, STAT3, HAPLN1, HBEGF, CCL2, MMP13, SMAD4, CXCL1, CTSK*
2	4	7	14	*SNAP25, SYN2, NGFR, CALB2, GAP43, NEFH, SYP*
3	3.667	7	12	*LOX, ITPKB, CDH1, SMAD3, EGF, CTGF, TIMP2*
4	3.2	6	10	*MMP9, COL4A1, SDC4, CCL12, CCL7, VCL*
5	3	3	4	*SDR16C5, PLAG1, LCORL*
6	2.8	6	10	*CALM3, TMOD4, TPM4, CALM2, TCAP, PNCK*

### Tlr2/4 Double Knockout Mice Has Auditory Advantage in Spiral Ganglion Neurons Degeneration

Given that Tlr may play an important role in SGN degeneration, we established Tlr2 and Tlr4 knockout mice. We detected the hearing threshold of Tlr2/4 DKO mice and wild-type littermates before and 30 days after SGN degeneration. The Tlr DKO group of mice treated with normal saline (NS) and the wild type (WT) mice maintained normal hearing thresholds (Figure 2A), and there was no significant difference in the hearing thresholds of the two groups of mice (*P* = 0.748, *F* = 0.105, two-way ANOVA). The Tlr DKO mice of the SGN degeneration group exhibited hearing threshold advantages (*P* = 0.00446, *F* = 8.700, two-way ANOVA) on the 30th day after kanamycin and furosemide injection, and the hearing preservation advantage was mainly manifested in 4–16 kHz (4 kHz, *t* = –3.16, *P* = 0.012; 8 kHz, *t* = –3.12, *P* = 0.0012; 11 kHz, *t* = –2.51, *P* = 0.041, 16 kHz, *t* = –3.77, *P* = 0.0059; 22 kHz, *t* = –1.44, *P* = 0.19, 32 kHz, *t* = *–*0.22, *P* = 0.83; *N* = 17, Welch Two Sample *t*-test) (Figure 2A and Supplementary Table 1).

We also observed morphological changes in the Organ of Corti and spiral ganglion neurons. The Tlr2/4 DKO mice and their wild-type littermates treated with normal saline (NS) maintained relatively intact inner and outer hair cells, while the Tlr DKO mice and their wild-type littermates under the SGN degeneration model lost most inner and outer hair cells, and the tunnel of Corti collapsed (Figure 2B).

The Tlr DKO mice and their wild-type littermates treated with NS maintained a relatively normal density, with no significant difference in neuron density (*P* = 0.675, *t* = 0.43, *N* = 24, Welch Two Sample *t*-test). SGN density significantly decreased in Tlr DKO mice and wild-type mice under the SGN degeneration model (Figure 2C), but the SGN density was significantly higher in the DKO group mice (*P* < 0.001, *t* = 11.71, *N* = 32, Welch Two Sample *t*-test) (Figure 2D). These results suggest that the hearing preservation advantage of Tlr2/4 DKO mice mainly relies on the protection of spiral ganglion neurons.

### Inverted Gene Set Enrichment of Double Knockout Mice During Spiral Ganglion Neurons Degeneration

The p38-mediated MAPK and p65-mediated NF-κB signaling pathways are canonical signaling pathways of Tlr molecules (Li et al., 2010). We used immunohistochemistry to detect the expression of these genes in SGNs. SGN p38 expression was found in both DKO and WT mice, mainly in the cytoplasm and nuclei. There was no significant difference in p38 expression between the two groups on the 30th day of degeneration induction (Figure 2E, neuron density evaluation in Supplementary Figure 2). The SGNs of DKO and WT mice express p65 (RelA), which is mainly located in the cytoplasm and nuclei. P65 expression decreased 30 days after SGN degeneration, but no significant differences in expression were identified between the two groups (Figure 2F, neuron density evaluation in Supplementary Figure 2).

Transcriptomic analysis was performed on the modiolus of DKO and WT mice on the 30th day after kanamycin and furosemide administration. We identified 1029 upregulated genes and 833 downregulated genes with the criteria of *P* < 0.01, and | log_2_ fold change | > 0.2) (Figure 5A; Supplementary Table 1). Among them, 1,747 had a clear autosomal location and there were 136, 133, 86, 103, 125, 107, 126, 82, 96, 80, 149, 70, 65, 78, 76, 56, 75, 39, 65 on chromosome 1–19, respectively. The most strongly differentially expressed genes on autosomal chromosomes were identified, including Sned1, Ttn, Gbp2, Tlr4, Jchain, Clec7a, Itgax, Nlrc5, Mmp3, Dcn, Gh, Serpina3n, Sfrp4, Dnah12, Glycam1, Parp14, C4b, Iigp1, and Ifit3 (Figure 5B). Figure 5C shows the differentially expressed transcription factors.

**FIGURE 5:**
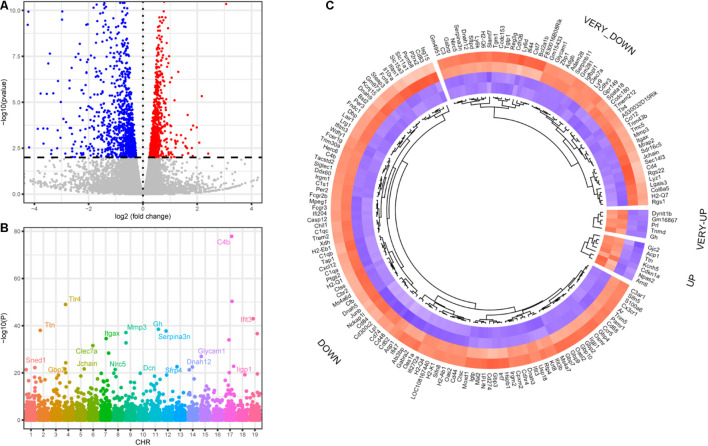
Differentially expressed genes of DKO VS. WT SGN transcriptome on the 30th day. **(A)** Volcano plot of all detected genes including the DEGs. Red dots indicate upregulated genes and blue dots indicate downregulated genes. **(B)** Manhattan plot of all genes including the DEGs. The abscissa indicates the chromosomes, and the ordinate represents the *p*-values of those genes. The most significant gene of each chromosome is labeled. **(C)** Heatmap of the top upregulated and downregulated transcription factors. If the log_2_ fold change is higher than 2, the category is labeled with VERY. Blue indicates relatively lower expression, and red indicates relatively higher expression.

In general, Tlr2/4 DKO mice showed downregulated biological activities during SGN degeneration compared to WT mice. The top 30 enriched KEGG pathways included 1 upregulated and 29 downregulated pathways (Figure 6A). Oxidative phosphorylation was downregulated during SGN degeneration, but upregulated in DKO mice compared with WT mice, which is called inverted gene set enrichment. The top 10 KEGG terms with inverted gene set enrichments included arachidonic acid metabolism, complement and coagulation cascades, coronavirus disease—COVID-19, cytokine-cytokine receptor interaction, hepatitis C, inflammatory mediator regulation of TRP channels, JAK-STAT signaling pathway, neuroactive ligand-receptor interaction, TNF signaling pathway, and oxidative phosphorylation (Figure 6B).

**FIGURE 6:**
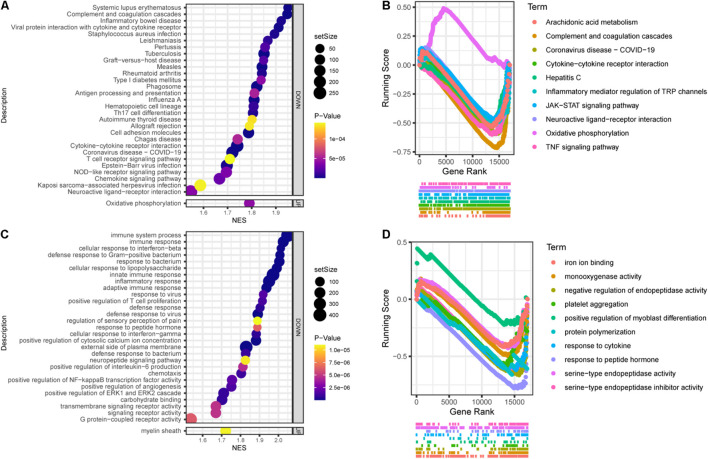
Functional annotation of DKO VS. WT SGN transcriptome on the 30th day. **(A)** KEGG pathway enrichment analysis. The abscissa represents the enrichment scores, and the ordinate suggests KEGG terms. **(B)** The running score visualization of the top 10 enriched KEGG terms which are also involved in the SGN degeneration process. **(C)** GO enrichment analysis of SGN degeneration. The abscissa represents the enrichment scores, and the ordinate suggests KEGG terms. **(D)** The running score visualization of the top 10 enriched KEGG terms which are also involved in SGN degeneration process.

Similarly, the top 30 enriched GO terms included one upregulated and 29 downregulated activities (Figure 6C). The top 10 KEGG terms with inverted gene set enrichments included iron ion binding, monooxygenase activity, negative regulation of endopeptidase activity, platelet aggregation, positive regulation of myoblast differentiation, protein polymerization, response to cytokines, response to peptide hormones, serine-type endopeptidase activity, and serine-type endopeptidase inhibitor activity (Figure 6D).

### Suspectable Core Modules That Attenuate Spiral Ganglion Neurons Degeneration in Double Knockout Mice

In order to detect whether DKO mice had consistent morphology across the entire signaling network, i.e., whether there is an inverted gene set enrichment relationship with the primary auditory neurons degeneration (PAND)-specific gene set, we analyzed the different genes in the PAND-specific gene set. We found that there was an inverted GSEA relationship between the PAND process and the PAND-specific gene set in DKO mice, and the PAND-associated DEGs were relatively reverse regulated in the progression of PAND in DKO mice (NES = –1.84, *P* < 0.001).

We further analyzed the attenuation of SGN degeneration in DKO mice from the perspective of the entire signaling network (Supplementary Figure 3). We found that 130 of the 661 genes specifically upregulated during the degeneration of SGN in WT mice were downregulated mice during the degeneration of spiral neurons in DKO mice, and 380 genes were specifically downregulated during the degeneration of SGN in WT mice; 116 genes were downregulated during the degeneration of spiral neurons in DKO mice.

Protein interaction analysis of the proteins encoded by these genes showed that DKO mice had a specific anti-degenerative signal network compared to WT mice. The disease module analysis showed that there were two key modules (Table 2). The score of the first module was 3.667, including seven genes, namely *EGF, STAT3, CALB2, LOX, SNAP25, CAV2*, and *SDC4*. The score of the second module was 3.5, which included five genes: *MYL1, NCS1, PVALB, TPM4, and TMOD4. In addition, EGF, STAT3, CALB2, SNAP25, SDC4, TPM4*, and *TMOD4* are key molecules involved in SGN degeneration. CALB2 is a specific marker of the SGN Ia and Ib subtypes in mice (Shrestha et al., 2018), PVALB is a neuron-specific marker (Petitpré et al., 2018), and the interaction of these molecules may contribute to the attenuation of SGN degeneration in DKO mice.

**TABLE 2:** Key modules of the attenuation of SGN degeneration in DKO mice.

Modules	Score	No.	Edges/interactions	Gene name
1	3.667	7	12	*EGF, STAT3, CALB2, LOX, SNAP25, CAV2, SDC4*
2	3.5	5	9	*MYL1, NCS1, PVALB, TPM4, TMOD4*

## Discussion

Studies have shown that primary and secondary SGN degeneration may account for half of the SGN degeneration (Makary et al., 2011; Waqas et al., 2017; Guo et al., 2021). Morphological studies of the human cochlea show that with the growth of age, even if there is no loss of inner and outer hair cells, SGN will be lost at a rate of about 100 cells per year. This rate can increase to approximately 185 cells per year when there is simultaneous loss of inner and outer hair cells (Makary et al., 2011). Unlike auditory hair cells, which are easily damaged by noise and ototoxic drugs such as aminoglycosides and cisplatin, spiral ganglion neurons are relatively robust. In a study of animal models and human temporal bone, histopathological analysis of acquired sensorineural hearing loss showed that severe degeneration of cochlear spiral neurons is often accompanied by a significant loss of hair cells (Miller et al., 1997; McFadden et al., 2004). The degeneration of SGNs seems to be related to the loss of inner hair cells, because 95% of spiral neurons only have synaptic connections with inner hair cells. However, the causal relationship based on histopathological correlation is often frustrated (Zilberstein et al., 2012), which may be because the loss of inner hair cells is usually accompanied by the loss or complete destruction of the organ of Corti after cochlear injury, and both hair cells and supporting cells contribute to the support of SGN in the cochlea (Sugawara et al., 2005). Temporal bone studies from 54 to 89 years of age without ear diseases suggest that the number of hair cells is almost normal, but the pattern of axonal degeneration of the cochlear nerve may be an important form of human presbycusis (Viana et al., 2015).

Transcriptome analysis of age-related cochlear degeneration indicated that no immune or inflammatory activity was enriched (Supplementary Figure 4). Therefore, the present study utilized the secondary SGN degeneration model of a single dose injection of kanamycin and furosemide, and the SGN degeneration model is suitable for the study of Tlr regulation during SGN degeneration. In the present SGN degeneration model, almost all outer hair cells were destroyed within 7 days after the injection of kanamycin and furosemide. Inner hair cells seemed more robust and about 15% inner hair cells were preserved 30 days after the treatment. In other words, <5% hair cells (including OHCs and IHCs) remain alive on the 30 day (Hu et al., 2017; Ye et al., 2019). These results were also in consistent with the study of Taylor (Taylor et al., 2008).

Another important question is when this transcriptome changes happen in DKO mice. We consider that the key points might be the opposite regulated direction of DKO mice compared with a normal SGN degeneration transcriptome change. In other words, the overlapping and opposite terms would be highlighted that might play key role in the alleviation of SGN degeneration in DKO mice whenever it happened. But we should acknowledge that it is preferred if these changes occurred after the degeneration induction, otherwise a systematic influence and specific delivery of these molecules should be considered. Tlr-regulated innate immune signaling regulates neuron-glia interactions (McLaughlin et al., 2019). McLaughlin et al. demonstrated that glia non-canonical Toll-like receptor signaling could be non-autonomously activated by neuronal apoptosis, priming their capacity to engulf apoptotic neurons and regulate the maintenance of a healthy brain (Kashio and Miura, 2019). Glia continuously surveys neuronal health during development, providing trophic support to healthy neurons, while rapidly engulfing dying ones. With neuronal health being surveyed, glia could provide trophic support to healthy neurons and rapidly engulf dying neurons. Glia necessitates a foolproof mechanism to unambiguously identify those neurons to support vs. engulf. To ensure specificity, glia is proposed to interact with dying neurons via a series of carefully choreographed steps. Dying neurons and glia communicate via toll-receptor-regulated innate immune signaling, while neuronal apoptosis drives the processing and activation of the Toll-6 ligand and activates the dSARM-mediated Toll-6 transcriptional pathway, which controls the expression of the Draper engulfment receptor. Pathway loss drives early onset neurodegeneration, underscoring its functional importance.

Zhang et al. (2019) demonstrated that in the cochleae (lateral wall and spiral ganglion neurons), TLR-4 and the downstream signaling molecule MyD88 were significantly upregulated 3 d after noise exposure. It has also been reported that Tlr4 knockout mice could inhibit the expression of major histocompatibility complex class II and participate in the antigen-presenting function of macrophages after acoustic trauma (Vethanayagam et al., 2016). Their results suggested that Tlr4 regulates multiple aspects of the immune response in the cochlea and contributes to cochlear pathogenesis after acoustic injury. According to the single-cell transcriptome of Shrestha et al. (2018) and our IHC results (data not shown), SGN may rarely be Tlr2/4 positive. Tlr2/4 double knockout may attenuate SGN degeneration by disturbing the local microenvironment of circular macrophage cells or Schwann cells and detecting Tlr downstream in SGN fails to signify the attenuation of SGN degeneration.

We identified some relatively novel molecules that may play an essential role in attenuating SGN degeneration in Tlr2/4 DKO mice. Researchers have found that the interaction between Tlr and these molecules may regulate the pathogenesis of many diseases. For example, myofibroblast Tlr signaling promotes colitis-associated carcinogenesis by mediating macrophage M2 polarization and STAT3 activation via intracellular communication (Yuan Q. et al., 2021, p. 88). Hsu et al. (2010) found that the differentially regulated expression of Tlr-associated epidermal growth factor influences mucosal healing.

DFNA44, an autosomal dominant deafness, is tightly associated with the effector of EGF-mediated cell signaling (Modamio-Hoybjor et al., 2007). Rats administered oral epigallocatechin-3-gallate demonstrated reduced cisplatin-induced hearing loss, experienced reduced loss of OHCs in the basal region of the cochlea and reduced oxidative stress and apoptotic markers. The preservation of STAT3 and Bcl-xL activation and increased STAT3/STAT1 ratio may contribute to protection (Borse et al., 2017). STAT3 and its activated form are specifically expressed in hair cells during cochlear development (Chen et al., 2017). CALB2 is a candidate gene for human dominant optic atrophy (Carelli et al., 2011, p. 8). Calb2 is highly expressed in the Ia and Ib subtypes of SGN (Shrestha et al., 2018; Sun et al., 2018). In noise-induced hearing loss (NIHL), noise exposure damages cochlear sensory hair cells, which lack the capacity to regenerate. Following noise insult, intense metabolic activity occurs, resulting in a free-radical imbalance in the cochlea. Oxidative stress and antioxidant enzyme alterations, including lipoxygenase (LOX) upregulation, have been linked to chronic inflammation, which contributes to hearing impairment. Inhibition of LOX showed greater efficacy in the treatment of NIHL (Rodriguez et al., 2017). LOX products may contribute to the hypersensitivity of SGN to hair cell inputs in a variety of pathological conditions (Balaban et al., 2003). Snap25 is a key marker of neuronal identity. Noda et al. (2018) used the neurogenic pioneer transcription factor Ascl1 and the auditory neuron differentiation factor NeuroD1 to reprogram spiral ganglion non-neuronal cells into induced neurons. Their transcriptome results indicated that induced neurons maintained some key markers of neuronal identity, such as Tubb3, Map2, Prph, Snap25, and Prox1 (Noda et al., 2018). The mutation of the otoferlin C2 domain, which causes deafness in humans, impairs the ability of otoferlin to bind syntaxin, SNAP-25, and the Cav1.3 calcium channel, which may mediate regulation by otoferlin of hair cell synaptic exocytosis, which is critical to inner ear hair cell function (Ramakrishnan et al., 2009). The damaged interaction between SDC4 and GIPCs also contributes to the progression of non-syndromic hearing loss (Katoh, 2013).

## Conclusion

In conclusion, our results suggest that the SGN degeneration of Tlr2/4 DKO mice and their wild-type littermates exhibits an inverted GSEA relationship, and DKO mice may attenuate SGN degeneration by the differential regulation of some core molecules, including EGF, STAT3, CALB2, LOX, SNAP25, CAV2, SDC4, MYL1, NCS1, PVALB, TPM4, and TMOD4.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI Gene Expression Omnibus (GEO) under accession number GSE182978.

## Ethics Statement

The animal study was reviewed and approved by the Ethics Committee of Xinhua Hospital, affiliated with Shanghai Jiao Tong University School of Medicine.

## Author Contributions

MX and QW were responsible for the initiation and conduction, respectively. QW was responsible for writing the manuscript. QW, YS, YP, TZ, AZ, DG, CF, HH, LM, KC, and BY performed the experiments. BY and QW processed and analyzed the data. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Tlr2/4 Double Knockout Attenuates the Degeneration of Primary Auditory Neurons: Potential Mechanisms From Transcriptomic Perspectives
**Source:** Front Cell Dev Biol. 2021 Oct 25;9:750271. doi: 10.3389/fcell.2021.750271
**Supplement:** Supplementary Figure 1 — The hearing threshold of auditory brainstem response of WT mice in the SGN degeneration model. Mice maintained normal hearing threshold in the normal saline treated group. On the 30th day after kanamycin and furosemide injection, mice exhibited a hearing deteriation compared with NS treated mice (N = 13, P < 0.00001, F = 275.910, two-way ANOVA).

## Supplementary Material

### 1 Supplementary Figures

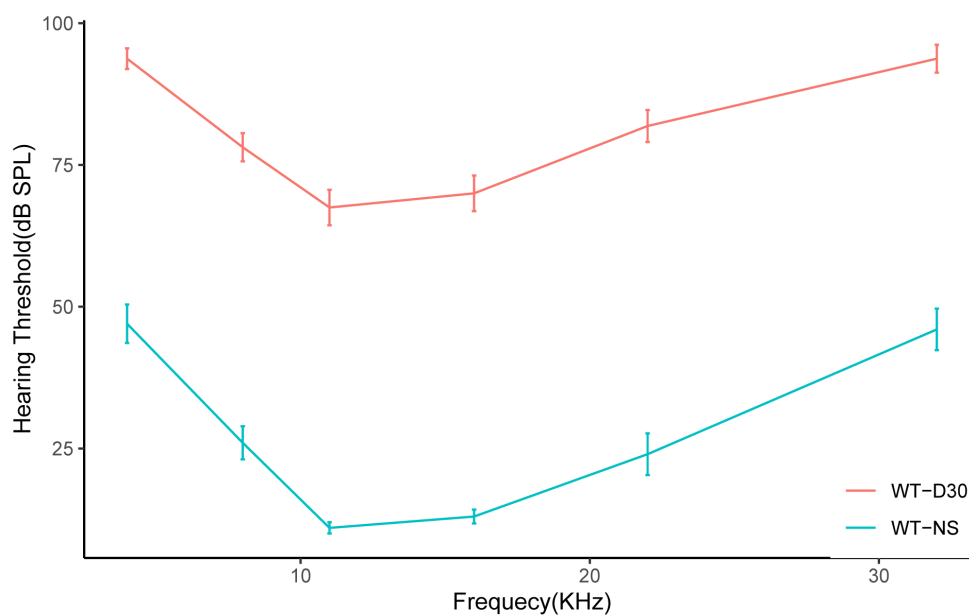

**Supplementary Figure 1.** The hearing threshold of auditory brainstem response of WT mice in the SGN degeneration model. Mice maintained normal hearing threshold in the normal saline treated group. On the 30th day after kanamycin and furosemide injection, mice exhibited a hearing deterioration compared with NS treated mice ( $N = 13$ ,  $P < 0.00001$ ,  $F = 275.910$ , two-way ANOVA).

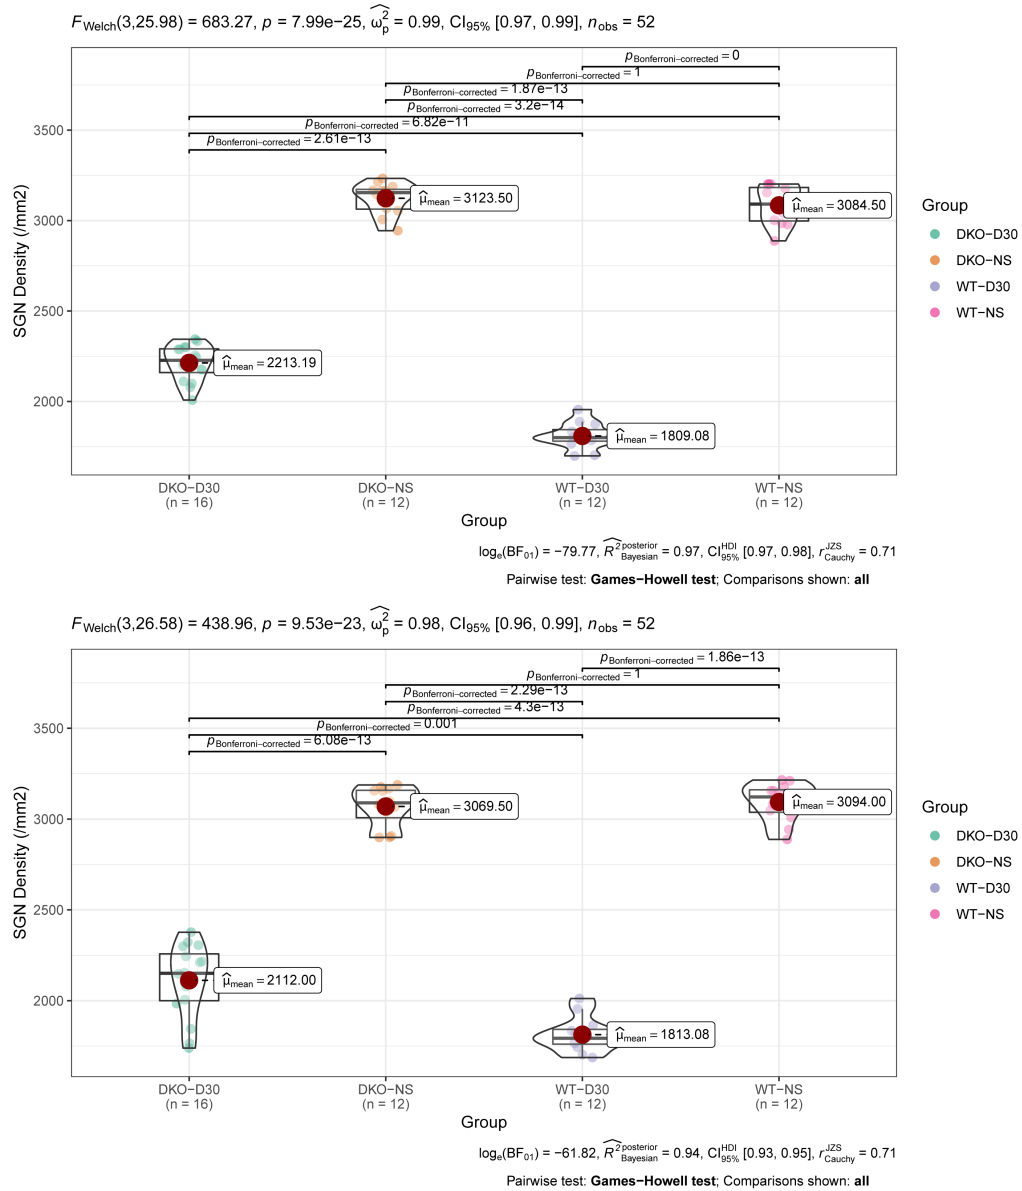

**Supplementary Figure 2.** Reconfirmation of SGN density of sections with histopathological analysis. The upper panel for p38 and the lower panel for p65.

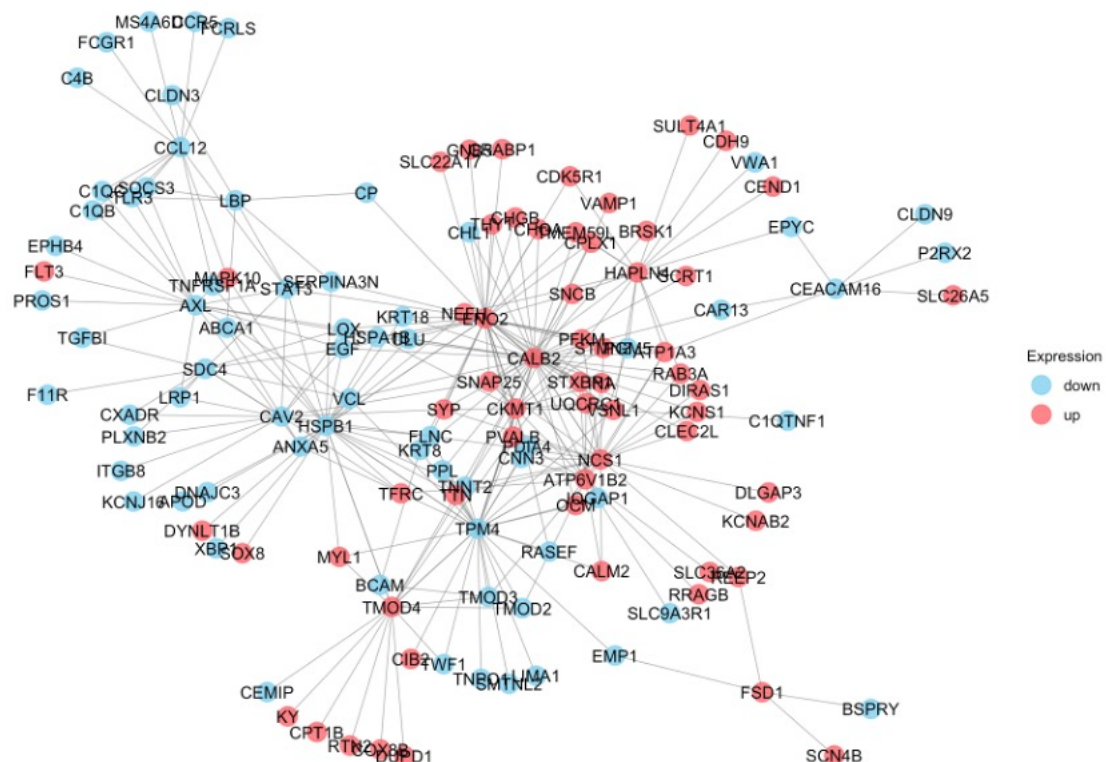

**Supplementary Figure 3.** Protein-protein interaction network constructed DKO VS. WT SGN transcriptome on the 30<sup>th</sup> day. Red: upregulated molecules. Blue: downregulated molecules.

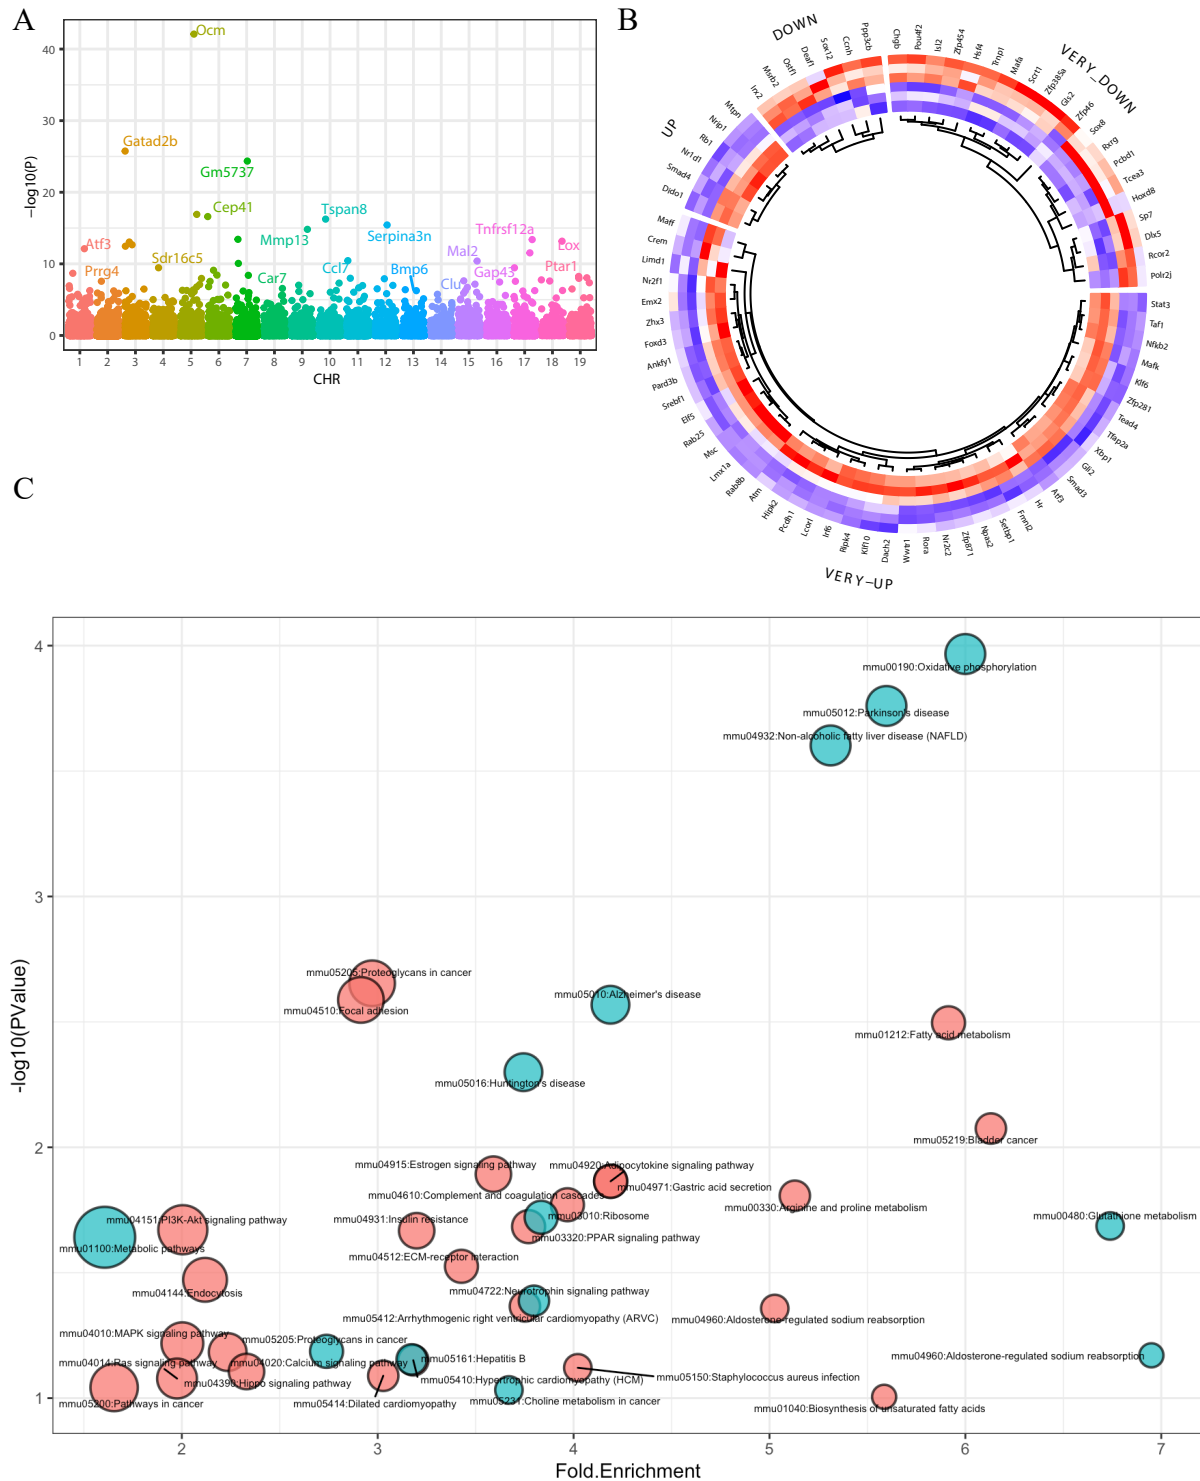

**Supplementary Figure 4.** Differentially expressed genes during whole cochlear aging (Data: NCBI GSE35234). **(A)** Manhattan plot of all genes, including the DEGs. The abscissa indicates the chromosomes, and the ordinate represents the p values of those genes. The most significant gene of each chromosome is labeled. **(B)** Heatmap of the top upregulated and downregulated genes. Blue indicates relatively lower expression, and red indicates relatively higher expression. **(C)** KEGG

pathway enrichment analysis. The abscissa represents the enrichment scores, and the ordinate suggests  $-\lg(\text{p-value})$ .

How the deposited data were processed for this re-analysis (not part of the article)

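RNA of the cochlear modiolus was measured in 6 libraries, 3 from control mice and 3 from mice with degenerated SGNs, and each column of the table was matched to its sample by the labels. The authors aligned the reads with Hisat2, evaluated expression with StringTie and deposited 1 table of raw counts, whose unit is the count per Ensembl transcript. The values are whole numbers without normalization. The comparison was designed, before the data were examined, for counts per gene, while the table holds counts per transcript and lists 65535 of them. Counts of the listed transcripts of a gene were therefore added up, with the transcripts and genes of GENCODE M21 (GRCm38), and 263 transcripts that did not match it, with 0.125% of all counts, were left out. The list leaves out a part of the transcripts of most genes, so that a change in which transcripts of a gene are used can change its counted part.

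Control libraries held 15154155, 14418480 and 15549319 counts and degenerated libraries 14841769, 14262782 and 12480876. The 10 genes with the most counts took 7.18% to 10.5% of a library, and mitochondrial genes 3.11% to 4.53%. Replicates had Pearson correlations of 0.871 to 0.917 on the log2 scale of CPM, and none were duplicates of each other. In a principal component analysis of 500 genes, the first component held 30.1% of the variance and the second 20.1%.

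Genes were tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM normalization with factors between 0.983 and 1.02, and the robust quasi-likelihood F test), comparing all 3 degenerated with all 3 control libraries without covariates. Calls were made in the way of the paper's table, at an unadjusted p under 0.01 with an absolute log2 fold change above 0.2, and also at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. The standard error of a log2 fold change was its size over the square root of the F statistic. CPM are normalized with the TMM factors. Lists of genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the 14 pathway lists and over the 20 marker lists separately. The pathway lists were ribosome, oxidative phosphorylation, vacuolar ATPase, ribosome biogenesis, glycolysis, DNA replication, mTOR, autophagy, complement and coagulation, cytokines and their receptors, TNF, JAK-STAT, ErbB and arachidonic acid. The marker lists covered cells of the cochlea and of the blood and bone around it, nerve injury, interferon response and Toll-like receptors.

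Alternatives set before the data were examined were DESeq2 1.42.0, edgeR's exact test, limma-voom, RLE and upper-quartile normalization, no filter and a stricter filter on low counts (a mean of 10), the replicate number as a block, and each library left out in turn; for lists, fry, camera with an estimated correlation and fgsea 1.28.0. Chosen after the data were seen were a fit to the genes with every transcript listed and a fit with a term that parts control replicate 1 and degenerated replicates 1 and 2 from the other libraries. The latter called 235 genes higher and 144 lower, with 0 at an adjusted p under 0.05 in edgeR's test (1316 at an unadjusted p under 0.05), and 265 of its calls were among the 385 of the fit without the term.

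Genes named in the text follow a rule set before the data were examined: the genes that the paper names for this comparison, whose values in the paper's table had been seen, the gene with the smallest p on each autosome, the 5 genes with the largest increase and the 5 with the largest decrease at an adjusted p under 0.05, of which there were none, members of a list at that adjusted p, of which there were also none, and every member of a list of up to 10 genes. Other genes that the text names were chosen after their values were seen. A count of 0 was read as up to 3 counts.

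The steps were tested on simulated data. With 200 of 14118 genes changed, 13512 genes passed the filter on the simulated counts. The criteria on unadjusted p and fold change recovered 74.7% of the 186 changed genes that were tested and called 0.708% of the unchanged genes. A list of 60 genes lowered by a log2 fold change of -0.5 had a camera p of 4.21e-07 and an unchanged list 0.221. With no gene changed, the criteria called 116 genes, or 0.860%, and 0 had an adjusted p under 0.05 in edgeR's test.

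Results for some of the genes that the paper names are not reported here. Left out were genes without a listed transcript, the comparison of DKO with WT mice, hearing thresholds and histology, for which no counts were used here, and the gene sets behind the paper's enrichment terms.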

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

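Of the tests in this part, those of library depth, of the share of neuronal RNA and of lateral wall tissue were chosen only after the result was seen. Other splits of the libraries cannot exclude chance for any of the 3 results below, whatever their outcome, since 3 libraries against 3 make 10 splits and a share can never be under 0.1.

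A list of genes of the nerve injury response was higher in degenerated libraries, a signal in genes that the paper mostly does not discuss. Its median log2 fold change was 1.01 over 14 tested genes, 12 of them higher, with an adjusted camera p of 6.51e-11, 0.0156 with fry, 0.0911 with an estimated correlation, and 2.23e-11 to 0.0911 over the alternatives. Each degenerated library lay above each control in the median of the list, with a difference of 1.07 between the group means and a range of 0.12 among the controls. Among its genes, adjusted over the list alone, 9 passed 0.05 in edgeR's test (Atf3, Ecel1, Flrt3, Gap43, Hspb1, Sprr1a, Stmn4, Tnfrsf12a and Vgf, named after their values were seen), against 0 adjusted over all genes. The paper names 3 of the list's genes from these libraries, 3 are also in other lists used here, and 11 of 14 had at least 1 CPM in every library. The values argue against these genes of the paper as the whole cause, since the camera p of the 11 other genes was 7.57e-07 with a median of 0.82. They also argue against the partial listing of transcripts, since the 3 members with every transcript listed had a median of 1.97, and against library depth, since the adjusted camera p was 1.51e-10 after every library was thinned to 12464517 counts. Of the 10 splits of the libraries, 1 had a camera p as small, the real one. A response of injured neurons to the drugs, which the design names, stays open. RNA of injured neurons may be the source, a hypothesis that was found and tested on the same data.

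The list of genes of the stria vascularis and spiral ligament was higher, with a median log2 fold change of 0.32 over 11 tested genes, 10 of them higher, and an adjusted camera p of 0.0212. The list of supporting cell genes was higher too, with a median of 0.24 over 10 tested genes, 7 of them higher, and the same adjusted p of 0.0212. The alternatives ranged from 0.00254 to 0.392 and from 0.00714 to 0.540. Neither held with fry (0.245 each), with an estimated correlation (0.392 and 0.540) or without control replicate 1 (0.131 and 0.180) or degenerated replicate 2 (0.0602 and 0.0742), and the supporting cell list also not without control replicate 2 (0.234), degenerated replicate 1 (0.146) or degenerated replicate 3 (0.351). In both lists the median of each degenerated library lay above that of each control. Of the 10 splits, 2 had a camera p as small for the stria list and 1 for the supporting cell list. A lower share of neuronal RNA would raise the lists of other cells alike. Against the list of bone genes, the stria list rose with a gap between the groups of 0.37. For the supporting cell list that gap was 0.34. The bone list itself was lower in degenerated libraries, with a median log2 fold change of -0.72. These gaps therefore cannot tell whether the share of neuronal RNA was lower. More lateral wall tissue cannot be told apart from a change within those cells, because the 5 most abundant genes of the stria list (Slc12a2, Car3, Coch, Cldn11 and Kcnj10) had a median log2 fold change of 0.19, and of these 5 genes Kcnj10 alone was past 0.05 adjusted over the list alone. All 11 stria genes and 9 of the 10 supporting cell genes had at least 1 CPM in every library, 1 supporting cell gene is in another list, and the paper names 1, Tspan8. In edgeR's test, adjusted over the list alone, Kcnj10 passed 0.05 in the first list and Cldn9 and Tspan8 in the second (Kcnj10 and Cldn9 named after their values were seen), against 0 adjusted over all genes. No biological explanation was tested.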

How the results depend on the processing

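The alternatives that were chosen only after the result was seen are the fit to genes with every transcript listed and the term parting the libraries. Of the 71 named genes tested, 71 kept direction and side of the criteria with RLE and with upper-quartile normalization, 70 without a filter, 69 with the stricter filter and with limma-voom, 65 with edgeR's exact test and 62 with DESeq2. Of the 34 lists, 34 did with RLE and the stricter filter, 25 with fgsea, 21 with an estimated correlation and 19 with fry. All 385 genes called in edgeR's quasi-likelihood test had the same sign in each alternative that tested them. The depth of the libraries was not varied except by thinning. For the changes below, the cause was not tested.

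Calls at the criteria were 284 higher and 101 lower in degenerated libraries, 479 and 306 with DESeq2, which moved the counts by chromosome on chromosomes 1 to 14 to 55, 61, 41, 44, 49, 56, 50, 38, 48, 36, 54, 24, 21 and 40 and on chromosomes 16 to 19 to 31, 34, 15 and 28. Calls at a Benjamini-Hochberg adjusted p under 0.05 numbered 0 in edgeR's quasi-likelihood test and in limma-voom (1367 and 1387 genes at an unadjusted p under 0.05), 263 and 120 with DESeq2 and 85 and 30 with edgeR's exact test. With only the genes with every transcript listed, where fewer genes were tested, they were 83 and 40, with 2 and 1 at an adjusted p under 0.05.

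The replicate number as a block gave 160 and 58 calls. The numbers do not pair the libraries, since the deviations of same-numbered libraries correlated at 0.137, -0.0833 and 0.0641. Under the block, the adjusted p of the ErbB list was 0.0410, that of the erythroid list 0.113, the Schwann cell list reversed (0.984) and Th reversed (log2 fold change 0.00786).

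With an estimated correlation, the adjusted camera p was 0.654 for ribosome, 0.514 for oxidative phosphorylation, 0.464 for complement, 0.495 for hair cell and for muscle, 0.728 for SGN, neutrophil and erythroid, 0.392 for osteoclast, bone and stria, 0.540 for supporting cell and 0.0911 for nerve injury. With fry it was 0.514 for ribosome, 0.154 for oxidative phosphorylation, 0.245 for hair cell, osteoclast, bone, stria and supporting cell, 0.633 for SGN, 0.702 for neutrophil and erythroid, 0.434 for muscle, and 0.0481 for glycolysis and for ErbB, and mTOR (0.918) and autophagy (0.860) reversed. With fgsea it was 0.000228 for glycolysis, 0.0174 for cytokines, 0.0481 for ErbB, 0.0862 for SGN, 0.0249 for SGN subtype Ia, 0.0588 for erythroid, 0.112 for osteoclast and 0.0727 for stria, and mTOR reversed (0.966). With limma-voom, Th reversed (log2 fold change 0.0291).

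With each library left out in turn, calls at the criteria were 144 to 339 higher and 76 to 158 lower, and at an adjusted p under 0.05 in edgeR's test 0 to 1 and 0 to 2, the 1 and 1 without degenerated replicate 2 and the 1 and 2 without degenerated replicate 3. Higher calls were 185 without control replicate 2, 171 without control replicate 3, 144 without degenerated replicate 2 and 179 without degenerated replicate 3, and lower calls were 158 without control replicate 1. Adjusted p of lists, lowest to highest, and the libraries whose omission changed the call or direction were: complement 0.00128 to 0.0786 (control 1, degenerated 1); hair cell 7.34e-05 to 0.172 (control 1, degenerated 2); SGN 0.00419 to 0.469 (control 1, degenerated 1 and 3); neutrophil 1.64e-07 to 0.915 and erythroid 4.91e-06 to 0.769 (controls 2 and 3, degenerated 1 and 2); osteoclast 0.000557 to 0.0602 (degenerated 2); muscle 3.67e-05 to 0.115 (control 3); stria 0.00254 to 0.131 (control 1, degenerated 2); supporting cell 0.00714 to 0.351 (all but control 3). Lists that passed the threshold were DNA replication 0.00687 to 0.570 (control 1, degenerated 3), ErbB 0.0343 to 0.345 (control 1), SGN subtype Ia 0.0410 to 0.218 (control 2) and B cell 0.0449 to 0.930 (control 2).

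Lists that reversed were B cell (control 1, degenerated 3), ribosome biogenesis 0.650 to 0.992, JAK-STAT 0.379 to 0.947 and cytokines 0.379 to 0.947 (control 1, degenerated 3), TNF 0.477 to 0.947 (control 1), macrophage 0.303 to 0.915 (controls 1 and 2, degenerated 3), interferon 0.104 to 0.963 (control 2), Schwann cell 0.264 to 0.984 (control 3, degenerated 1 and 2), and SGN type II 0.179 to 0.916, cartilage 0.732 to 0.945 and Toll-like receptor 0.551 to 0.984 (degenerated 2). Genes that reversed, by log2 fold change, were Calm3 -0.25 to 0.15 (control 1, degenerated 2), Etv4 -0.13 to 0.32 and Pnck -0.13 to 0.61 (degenerated 2), Grm8 -0.67 to 0.22 (controls 1 and 2, degenerated 3), Pcdh20 -0.0415 to 1.39 (control 1), Plk5 -0.42 to 0.56 (control 1, degenerated 2 and 3), Tac1 -0.69 to 0.84 (control 2, degenerated 3) and Th -0.59 to 0.34 (control 1).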

Differences from the paper's values

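The paper counts 674 upregulated genes, against 284 here, and 390 downregulated genes, against 101 here. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times of each (479 and 306), and edgeR's exact test, limma-voom, RLE and upper-quartile normalization, no filter, the stricter filter, the replicate block and each library left out did not. The count here covers genes with a listed transcript only.

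For chromosomes 1 to 19, the paper's numbers of called genes are 60, 73, 52, 60, 76, 63, 60, 52, 58, 29, 65, 35, 30, 44, 52, 53, 42, 29 and 39, which add up to 972, and those here are 28, 35, 23, 23, 24, 20, 26, 16, 19, 18, 27, 12, 10, 19, 21, 12, 21, 8 and 12, which add up to 374. DESeq2 came within 1.5 times of the paper's total (755) and of its number on each chromosome except 5 (49), 15 (30), 16 (31) and 18 (15). Without a filter on low counts, that held for chromosome 10 only (22).

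Of 44 genes that the paper names with a value in its table and that were tested, 34 had a log2 fold change within the standard error of the paper's and 10 did not, of which 3 had the opposite sign. The paper's value and the value here were 1.74 and 1.48 for Atf3, -1.03 and 0.74 for Car7, 2.31 and 2.03 for Cep41, 1.25 and 0.82 for Hipk2, 1.33 and 1.17 for Lox, -0.56 and 0.32 for Pnck, 1.74 and 1.15 for Ptar1, 0.47 and 0.33 for Smad4, -0.49 and 0.64 for Syp, and 0.42 and 1.10 for Timp2. Each setting was held to its own standard error, which describes the spread between replicates and not a difference in processing. Of the alternatives set before the data were examined, none came within the error for Car7, Smad4 and Syp. For Atf3 the omission of control replicate 1 (1.66), control replicate 2 (1.47) or degenerated replicate 2 (1.52) did. For Cep41 it was control replicate 1 (2.13) or 3 (2.10) or degenerated replicate 1 (2.06) or 2 (2.16), for Hipk2 control replicate 2 (0.93) or degenerated replicate 1 (0.96), for Lox control replicate 1 (1.23) or degenerated replicate 1 (1.23), for Pnck degenerated replicate 2 (-0.13), and for Ptar1 control replicate 1 (1.63) or degenerated replicate 3 (1.32). For Timp2 it was DESeq2 (1.10) or the omission of degenerated replicate 3 (0.68). The other alternatives did not for these genes. For Timp2 with DESeq2 and Atf3 without control replicate 2, the value was no closer to the paper's, and a larger error put it within. The listed transcript of Timp2 held 0.349% of the paper's TPM in controls and 0.585% in degenerated libraries.

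Of the 775 called genes of the paper's table that were tested, 722 changed in its direction. Tlr3 and Tmod2 are upregulated in the paper's table, with values of 1.07 and 1.15, and were called downregulated here, with log2 fold changes of -2.52 and -6.29. DESeq2 called 449 of the 775 in the paper's direction, edgeR's quasi-likelihood test 263.

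The paper reports arachidonic acid metabolism as upregulated, and the list for it had a median log2 fold change of -0.12 and did not pass 0.05 in any alternative. It reports ribosome biogenesis, acid secretion and mTOR signaling as downregulated, and TNF and JAK-STAT signaling as upregulated, and the lists for these did not pass 0.05 in any alternative either. The lists for ErbB signaling, cytokines and glycolysis did not pass 0.05 with camera and passed it with fgsea (0.0481, 0.0174 and 0.000228), ErbB and glycolysis also with fry (0.0481 each) and ErbB with the replicate block (0.0410) and without control replicate 1 (0.0343). The list for DNA replication passed it without control replicate 1 (0.00687) and without degenerated replicate 3 (0.0244). The lists for complement, ribosome and oxidative phosphorylation had the paper's direction at adjusted camera p of 0.00266, 1.59e-05 and 3.59e-07. These lists are not the gene sets of the paper.

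The paper states that its mice were male, and control replicate 1 had 0 counts on Eif2s3y, where the other libraries had 1439 to 2440.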

Other observations

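Of the tests in this part, those of genes with the opposite direction, of the listing, depth and labels of control replicate 1, of the other hair cell genes, of muscle, of neutrophil and erythroid genes, of macrophages, of the other split and of transcripts on in one group were chosen only after the result was seen. Those of chance, spread, transcripts at 0, a female mouse, bone, members with every transcript listed, and length and GC content were not.

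Other splits of the libraries cannot exclude chance for the results past a threshold, whatever their outcome, since a share of the 10 splits is never under 0.1. Splits as extreme as the real one, itself included, numbered 2 for the genes past the criteria, 2 for the ribosome list, 1 for oxidative phosphorylation, 1 for complement, 3 for hair cell, 3 for SGN, 6 for neutrophil, 6 for erythroid, 2 for osteoclast, 1 for bone and 3 for muscle. The split with more called genes than the real one, 475 against 385, parted control replicate 1 and degenerated replicates 1 and 2 from the others. In it the camera p was 4.30e-18 for the neutrophil list, 1.13e-17 for the erythroid list and 2.79e-09 for the B cell list, so that bone marrow or blood carried over in different amounts may be its source. S100a8, a neutrophil gene, had 27.8, 3000 and 1885 CPM in control replicates 1, 2 and 3 and 160, 454 and 1086 in degenerated replicates 1, 2 and 3, and Hbb-bs, an erythroid gene, 2331, 15660 and 8474 and then 2702, 1341 and 5811, both chosen after their values were seen.

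The lists of neutrophil (median log2 fold change -1.52, 11 of 11 genes lower) and erythroid genes (-1.24, 9 of 9 lower) were lower in degenerated libraries, each with an adjusted camera p of 0.0382 and ranges of 1.64e-07 to 0.915 and 4.91e-06 to 0.769. Among the controls alone, the median of these lists ranged over 7.55 and 8.54 times the difference between the group means, so that carried-over marrow or blood may explain them. The groups overlapped in both, 8 of 11 and 5 of 9 genes had at least 1 CPM in every library, and 2 neutrophil genes and 1 erythroid gene are also in other lists, while the paper names 0 of either. The muscle list was lower (-1.94, 7 of 8 genes, adjusted camera p 0.00451), and without control replicate 3 its adjusted p was 0.115, in a range of 3.67e-05 to 0.495. Myh4 and Ckm, not tested, had 103 and 92.8 CPM in control replicate 3, and muscle tissue in that library is a candidate source.

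The lists of bone (median -0.72, 11 of 11 genes lower, adjusted camera p 1.47e-06, range 2.23e-08 to 0.392) and osteoclast genes (-0.50, 9 of 9 lower, 0.00451, range 0.000557 to 0.392) were lower in all 3 degenerated libraries than in all 3 controls. The range among controls was 0.944 and 0.571 times the difference between the group means, so that bone carried over in different amounts cannot be told apart from a change in bone, because the 3 libraries of a group are too few. In the bone list 10 of 11 genes and in the osteoclast list 6 of 9 had at least 1 CPM in every library, and the paper names 1 osteoclast gene. Bglap and Bglap2 passed 0.05 in edgeR's test adjusted over the list alone and were named after their values were seen, against 0 adjusted over all genes.

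Genes of hair cells were lower (median -0.31, mean -0.84, 9 of 16 lower, adjusted camera p 0.00451, range 7.34e-05 to 0.495), and without control replicate 1 (0.172) or degenerated replicate 2 (0.0524) the list did not pass 0.05. Ocm and Slc26a5 passed 0.05 in edgeR's test adjusted over the list alone, with Slc26a5 at a log2 fold change of -5.11, named after its value was seen. Less organ of Corti tissue would lower the list's other genes as far, but the smallest log2 fold change among the 14 others was -1.49, and their median was -0.09. A loss of outer hair cells, which the design names through the drugs, was not tested in these counts. From histology, the paper reports that few hair cells remained on day 30. It also states that the model destroys nearly all outer hair cells and spares a part of the inner ones. Of the list, 12 of 16 genes had at least 1 CPM in every library.

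The SGN list was lower (median -0.35, mean -0.06, 15 of 22 lower, adjusted camera p 0.0382, range 0.00419 to 0.728), not so without control replicate 1 (0.469) or degenerated replicate 1 (0.179) or 3 (0.265), and its groups overlapped. Gap43, adjusted over the list alone, passed 0.05 in edgeR's test, upregulated, and so did Calb2 and Rxrg in the subtype Ia list, downregulated, against 0 genes of either list adjusted over all genes. The lists of subtype Ia (median -1.02 over 3 genes, adjusted camera p 0.0537), subtype Ib (-0.28, 0.384) and subtype Ic (-0.21, 0.360) were lower, and type II (0.11, 0.751) higher. Their genes had log2 fold changes of -1.07 in Calb2, 0.53 in Pcdh20, -1.02 in Rxrg, -0.69 in Lypd1, 0.13 in Runx1, -0.21 in Grm8, -0.21 in Pou4f1, 0.13 in Etv4, 0.29 in Gata3, 0.08 in Plk5, 1.30 in Prph, -0.14 in Tac1 and -0.20 in Th. The Schwann cell list had a median of 0.16 and a mean of -0.10 (0.892), the macrophage list a median of -0.13 and a mean of 0.001 with a positive direction (0.432), and the cartilage list a median of -0.09 (0.766).

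The higher complement list is not explained by the partial listing of transcripts, since the members with every transcript listed had a median log2 fold change of 0.43. More macrophages cannot be told apart from a change in gene activity, because the macrophage list had a median of -0.13 over members that go both ways, and C1qb and C1qc of that list were higher. For oxidative phosphorylation, the members with every transcript listed had a median of -0.16, against the partial listing as the whole cause. For the ribosome list, the adjusted camera p was 0.000218 after the trend of each library with transcript length and GC content was removed, against that trend as the whole cause.

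Reads of a gene may be shared out among its transcripts differently from library to library. Of the transcripts with a mean of at least 50 counts, 11.2% had a library at 0 in genes with 5 or more annotated transcripts, and 1.62% in genes with 1. Transcripts on in one group and off in the other numbered 39 in the real split and 24 to 36, with a median of 30, in the others. Of the genes called in the paper's table, 53 had the opposite direction among 608 with a part of their annotated transcripts listed and 0 among 167 with every one listed (Fisher's exact p 2.43e-06), so that the partial listing may explain these. The coefficient of variation of genes with a part listed was 1.35 times that of genes with every transcript listed, as a median over bins of mean count. The ratio was near 1 above 1000 counts. Among the genes with every transcript listed, the criteria called 65 higher and 21 lower in the fit of all genes. Fitted alone, the same genes had 83 and 40 calls, so that the partly listed genes lowered the number of calls among them. Whether this sharing is behind the larger spread of partly listed genes cannot be told apart, because genes with every transcript listed are different genes.

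Control replicate 1 had 3 counts or fewer on 5 of 9 Y-linked genes, namely 0 on Eif2s3y, Kdm5d, Ddx3y and Gm29650 and 2 on Uty, which had 266 to 933 counts in the other libraries. Its Y-linked counts were 61.8 CPM against 233 to 296 CPM. Its total of 15154155 counts argues against low depth, and its median of the nerve injury list, -0.52, against a swap with a degenerated library. The assignment of reads to transcripts, or their listing, would leave autosomal genes at 3 counts or fewer in this library as often, but 260 of 12231 were (2.13%), with a Fisher's exact p of 5.38e-07 for the Y-linked genes against them. For Gm29650 the 1 annotated transcript was listed, and it had 80 to 166 counts in the other libraries. Gapdh-ps15, Gm20775, Mid1-ps1 and Gm47283 had counts in this library, and all of these but Gm47283 are annotated as pseudogenes. A female mouse cannot be told apart from another source of the library, because of the 3 X-linked partners only 2 were highest in this library, with ratios to the median of the others of 1.74 in Kdm5c and 1.25 in Kdm6a, and 0.500 in Ddx3x, from a part of their transcripts.

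Of the molecules in the first module of Table 2, which the paper lists for DKO mice, 6 of 7 genes were tested between control and degenerated libraries and 4 were called, Stat3, Calb2, Lox and Sdc4, and of the second module 3 of 5 were tested and Pvalb was called (log2 fold change -0.81, standard error 0.20). Pvalb missed the criteria without control replicate 1 (-0.79), 2 (-0.87) or 3 (-0.79). Mapk14 had a log2 fold change of -0.54 and Rela of 0.16, and neither was called.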
